# Cellular stress signaling activates type-I IFN response through FOXO3-regulated lamin posttranslational modification

**DOI:** 10.1038/s41467-020-20839-0

**Published:** 2021-01-28

**Authors:** Inah Hwang, Hiroki Uchida, Ziwei Dai, Fei Li, Teresa Sanchez, Jason W. Locasale, Lewis C. Cantley, Hongwu Zheng, Jihye Paik

**Keywords:** Stress signalling, Stress and resilience, Neural stem cells

## Abstract

Neural stem/progenitor cells (NSPCs) persist over the lifespan while encountering constant challenges from age or injury related brain environmental changes like elevated oxidative stress. But how oxidative stress regulates NSPC and its neurogenic differentiation is less clear. Here we report that acutely elevated cellular oxidative stress in NSPCs modulates neurogenic differentiation through induction of Forkhead box protein O3 (FOXO3)-mediated cGAS/STING and type I interferon (IFN-I) responses. We show that oxidative stress activates FOXO3 and its transcriptional target glycine-N-methyltransferase (GNMT) whose upregulation triggers depletion of s-adenosylmethionine (SAM), a key co-substrate involved in methyl group transfer reactions. Mechanistically, we demonstrate that reduced intracellular SAM availability disrupts carboxymethylation and maturation of nuclear lamin, which induce cytosolic release of chromatin fragments and subsequent activation of the cGAS/STING-IFN-I cascade to suppress neurogenic differentiation. Together, our findings suggest the FOXO3-GNMT/SAM-lamin-cGAS/STING-IFN-I signaling cascade as a critical stress response program that regulates long-term regenerative potential.

## Abstract (web summary)

Neural stem and progenitor cells (NSPCs) encounter constant stresses during aging, such as elevated oxidative stress. Here the authors show that oxidative stress induced reduction in NSPC neural differentiation is mediated by a FOXO3-GNMT/SAM-lamin-cGAS/STING-IFN-I signalling cascade initiated by FOXO3 oxidation.

## Introduction

Stem cells persist along the mammalian lifespan to maintain tissue homeostasis by replacing damaged or lost cells^1^. Meanwhile, elevation of stress response pathways, a hallmark of aging tissues, acts to promote adult stem cell depletion through induction of senescence or cell death^2–4^. Intrinsic and extrinsic cell-stressors such as oxidative stress, DNA damage, mitochondrial dysfunction, loss of proteostasis, and the inflammatory tissue milieu are the well-known factors that contribute to increased stress response. Among them, oxidative insults inflict damage to cellular macromolecules that lead to cytostasis, cytotoxicity and ultimately, the functional decline of stem cells^1^. Studies in various model organisms have identified a range of key stress response molecules (i.e., *Atm*^5^, *Foxo3*^6–10^*, Prdm16*^11^) that also function to protect stem cell reserves against physiological and pathological oxidative insults. However, the molecular pathway(s) that translate the stress signals to the cellular behaviors remain poorly understood. Forkhead box protein O (FOXO) transcription factors play evolutionarily conserved roles in a wide range of biological processes from aging to metabolism, not only by sensing stress but also through promoting stress resistance^12^. For example, previous studies indicated that FOXO is required for long-term regenerative potential of the hematopoietic stem cell by regulating the response to physiologic oxidative stress and quiescence^7^. Notably, among the many organs, the brain is particularly vulnerable to the oxidative stress due to its high oxygen consumption, unusual enrichment of polyunsaturated fatty acids as well as the presence of excitotoxic amino acids^13^. As a result, neural stem/progenitor cells (NSPCs) and their functional progenies in adult brains face constant stressful challenges that affect their neurogenic potential^14,15^. Indeed, previous studies found that FOXO expression in the central nervous system not only serves a key role in preserving neural stem cell pools^9,10^, it also protects neurons against age-related axonal degeneration across species^16–18^. But despite these revelations, there still lacks a mechanistic understanding of how oxidative stress affects FOXO activation systematically and whether and how that contributes to the neuroprotective responses.

The type-I interferon (IFN-I) response is an innate immune response that can be induced by a number of pattern recognition receptors^19^. Among them, cytosolic DNA fragments are recognized by cyclic GMP-AMP synthetase (cGAS), which initiates reaction of GTP and ATP to form cyclic GMP-AMP (cGAMP), a ligand of the signaling adapter stimulator of interferon genes (STING, TMEM173). The binding of cGAMP to STING activates TANK Binding Kinase 1 (TBK1) kinases-mediated phosphorylation of transcription factor IRF3 that triggers IFNα/β production and subsequent IFN response^20–23^. Increased IFN-I response has been shown to promote NSPC quiescence and suppress neurogenic differentiation^14,24^. Interestingly, a recent study revealed that IFN-I signaling is elevated in the brain of aged humans and animals and correlates with increased oxidative stress^14^. But the connection between oxidative stress and IFN-I response is unclear.

Here, we report that oxidative stress-induced FOXO3 activation promotes transcriptional upregulation of glycine-N-methyltransferase (GNMT) that triggers intracellular depletion of S-adenosyl-L-methionine (SAM). Using NSPCs as a system, we further demonstrated that reduction of intracellular SAM availability compromises nuclear lamin maturation that would eventually lead to cytosolic DNA leakage, cGAS/STING activation, and IFN-I response to suppress neurogenic differentiation. These findings established FOXO3-GNMT/SAM-lamin-cGAS/STING-IFN-I signaling cascade as a critical stress response program that regulates NSPC differentiation.

## Results

### High redox potential-mediated cellular stress activates IFN-I pathway

The neurogenic differentiation potential of NSPCs declines under iatrogenic insults, traumatic injuries, or inflammatory stress conditions^14,25^. To determine how oxidative stress signal impacts NSPC differentiation, we subjected the cultured murine NSPCs to either pro-oxidant agent paraquat (PQ) or anti-oxidant N-acetylcysteine (NAC). Measurement by a ratiometric Grx-roGFP2 sensor confirmed that PQ treatment induced a marked elevation of intracellular redox potential relative to the mock-treated NSPCs, whereas NAC treatment led to a significant reduction of redox potential (Fig. 1a, b). It is worthy to note that the PQ dosages used in the study were not cytotoxic in NSPCs (Supplementary Fig. 1a). Compared to the mock-treated control NSPCs, we found that NSPCs under PQ but not NAC treatment, exhibited marked reduction in their production of TUBB3-positive newly born neurons when induced to differentiate (Fig. 1c), suggesting a regulatory role of oxidative stress response on neurogenic differentiation.

**Fig. 1:**
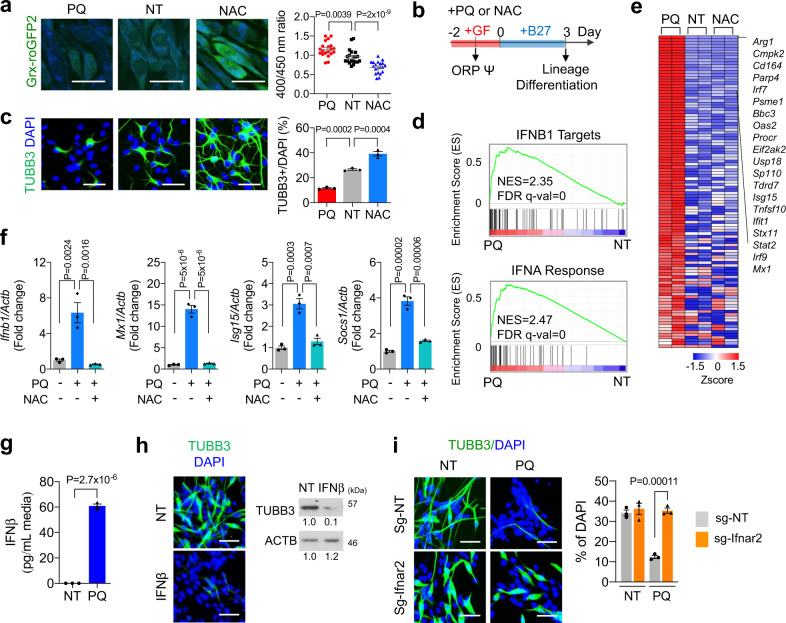
Cellular stress response under high redox potential activates IFN-I responses. **a** Left, representative images of treated Grx1-roGFP2-NSPC. Right, quantitation for redox potential of Grx1-roGFP2-NSPC following 24 h treatment. Scale bar = 20 µm. Mean ± s.e.m. of 20 cells. PQ: 5 µM of paraquat, NT: mock-treated control, NAC: 5 mM of N-acetylcysteine. **b** Schema for treatment of NSPC culture. ORP: oxidation/reduction potential. **c** Representative immunofluorescence analysis (IF) images of TUBB3 on 3 day of differentiation. Scale bar = 50 µm. Percent of TUBB3-positive cells is plotted on the right. Mean ± s.e.m. of three independent experiments. **d** One-sided GSEA analysis of PQ-upregulated genes showed significant enrichment of ‘Hecker_IFNB1_Targets’ (upper) and ‘Hallmark_IFNA_response’ (lower) gene sets in NSPCs treated with or without PQ. **e** Heatmap visualization of 108 differentially expressed genes (complete list is available as source data) related to IFN-I response from NSPCs treated with PQ (5 µM) or NAC (5 mM) for 2 days. Top 20 genes are presented on the right. The red represents a positive *Z*-score (upregulated), and the blue represents a negative one (downregulated). **f** qRT-PCR results for IFN-1 stimulated genes (ISGs) in NSPCs following 4 days of PQ and NAC treatment. Mean ± s.e.m. of three independent experiments. **g** IFNβ secretion in the media following 48 h treatment. Mean ± s.e.m. of three independent experiments. **h** Representative IF (left) and western blot analysis (WB, right) results of NSPCs differentiated following 2 days of IFNβ (40 ng/mL) treatment. Scale bar = 50 µm. **i** Representative IF images of TUBB3 in NSPCs expressing non-targeted guide RNA (sg-NT) or Ifnar2 targeted guide RNA (sg-Ifnar2) following 3 days of differentiation. Scale bar = 50 µm. Percent of TUBB3-positive cells is plotted on the right. Mean ± s.e.m. of three independent experiments. Statistical significance was determined by one-way ANOVA for **a**, **c**, **f**, and **i**, and by two-sided unpaired *t*-test for (**g**). Experiments for **a**, **c**, **h**, and **i** were repeated three times independently with similar results and representative images/blots are shown.

To determine the signaling pathway that underlies the oxidative stress-induced neurogenic decline, we next performed gene expression profiling against mock-treated control and NSPCs following 48 h redox preconditioning. 

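The RNA-seq data comprise 6 libraries of neonatal mouse NSPCs after 48 h: 2 mock-treated control libraries, 2 treated with 5 µM PQ and 2 treated with 5 mM NAC. PQ (paraquat) cycles with oxygen inside the cell and generates superoxide, whereas NAC (N-acetylcysteine) is a thiol antioxidant. For each library the authors deposited a table of genes, listed by NCBI gene identifier, with an expected count and an FPKM value per gene. Genes without reads are left out of a table and were taken as 0. Matching the FPKM values to the z-scores in the Source Data placed the libraries in the paper's sets: in each set, the z-scores of 98.8% of 252 list entries were recovered within 0.01 by one combination of control, PQ and NAC libraries, and by any other combination for at most 9.5%. The expected counts summed to 10040827 in the control library of set 1, 9849392 in the control library of set 2, 9680436 and 10388731 in the PQ libraries, and 10698241 and 9907726 in the NAC libraries, in the same order of sets. The methods name an Illumina sequencer, whereas the labels of all the libraries of set 1 and of the NAC library of set 2 name BGISEQ-500. Symbols were found for 99.7% of the 17254 genes seen in any library. Expected counts were rounded, normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on the 11717 genes with a mean FPKM of at least 1. All 6 libraries shared one estimate of the spread, since 2 libraries per group give little information on it. Pearson's r of log2(FPKM + 1) across these genes, which are not independent replicates, was 0.988 between the control libraries, 0.990 between the PQ libraries and 0.991 between the NAC libraries. Between libraries of different groups it ranged from 0.965 to 0.979.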

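PQ changed 2250 of the 11717 genes tested against control (adjusted p under 0.05, edgeR's quasi-likelihood test), of which 1143 were higher and 1107 lower. Of these, 210 changed at least 2-fold, the alternative that moved the count most. The split into higher and lower stayed near even in the other fits on counts. A limma fit on log2(FPKM + 1), added after the data were seen, gave 980 higher and 725 lower. NAC changed 2186 genes against control, and 3708 genes differed between PQ and NAC. With the set number as a replicate block, PQ changed 1798 genes, of which 1794 were among the 2250. The deviations of control and PQ libraries of the same set correlated at -0.08 across genes. Enrichment was computed with the GSEA preranked procedure on the log2 fold changes of PQ over control, for the genes that the Source Data lists under the IFN-I heatmap, since the gene sets of Fig. 1d were not used here. Of the 108 genes of that list, 89 were ranked. Their normalized enrichment score was 2.77, and none of the 1000 permutations of genes gave a score as high. The paper describes these genes as differentially expressed, so they may have been chosen on these libraries. The permutations then say little, and the score is not an independent test of the paper's enrichment. The score was 2.01 with no filter on low values, 3.16 when only the 3702 genes with an unadjusted p under 0.05 were ranked, and 6.87 with ranks alone. The paper's reported normalized enrichment scores are 2.47 for the Hallmark IFNA response set and 2.35 for the Hecker IFNB1 targets, with sizes of 44 and 62 genes.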

Gene set enrichment analysis of differentially regulated genes revealed IFN-I signaling as one of the most enriched signature pathways following PQ treatment (Fig. 1d; Supplementary Data 1). 

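The list of the IFN-I heatmap was compared between groups gene by gene and as a whole. Its median log2 fold change was 0.44 for PQ over control (adjusted p = 1.4e-30 by limma's camera test) and 0.46 for PQ over NAC (adjusted p = 1.8e-19), but -0.03 for NAC over control (adjusted p = 0.74). Of the 89 genes tested, 86 had a positive log2 fold change of PQ over control, and 53 were higher at an adjusted p under 0.05 while 0 were lower. The quartiles of the log2 fold change were 0.22 and 0.87, within a range from -0.02 to 2.18. Adjusted over the list alone, 57 genes passed. For NAC over control, 12 genes were higher and 9 lower at an adjusted p under 0.05, within a range from -1.69 to 1.10. The paper describes the listed genes as differentially expressed, so the list may have been chosen on these libraries. The remaining 19 genes lay below a mean FPKM of 1, and 5 of the 108 had at most 3 counts in every library. Arg1, the first gene named beside the heatmap, had 1 count in each PQ library and 0 in the control and NAC libraries. The test that moved the result most was camera with the correlation between genes estimated from the data, which gave an adjusted p of 0.053 for PQ over control. With the set number as a replicate block the median remained 0.44.
Ifit1, Usp18, Irf7 and Isg15 lay in the upper part of this range and were chosen from the list after their values were seen. Ifit1 (NCBI gene 15957) lies on chromosome 19 of mm9 from 34715361 to 34724499. Its normalized counts were 231.8 ± 92.2 (SD, n = 2) in control, 938.8 ± 233 (SD, n = 2) in PQ and 277.8 ± 44.4 (SD, n = 2) in NAC. Its log2 fold change of PQ over control was 2.02 (standard error 0.20, adjusted p = 1.7e-06 by edgeR). The expected counts of Ifit1 were fractional in all 6 libraries, as happens when reads are shared with related genes, so its level is uncertain. Usp18 (NCBI gene 24110), on chromosome 6 from 121195924 to 121220934, rose from 108.3 ± 5.03 to 310.0 ± 89.1 normalized counts (SD, n = 2), with a log2 fold change of 1.52 (standard error 0.19, adjusted p = 2.6e-05 by edgeR). Irf7 (NCBI gene 54123), on chromosome 7 from 148448605 to 148452380, had 213.1 ± 41.0 normalized counts in control, 537.9 ± 90.3 in PQ and 181.9 ± 15.3 in NAC (SD, n = 2). Isg15 (NCBI gene 100038882), on chromosome 4 from 155573533 to 155574927, had a log2 fold change of 1.00 over control (standard error 0.15, adjusted p = 1.8e-04 by edgeR) and 1.27 over NAC (standard error 0.15, adjusted p = 5.0e-06 by edgeR). Its 2 PQ libraries differed, with 391.0 and 568.6 normalized counts, and both lay above the control libraries at 240.5 and 242.1. Its expected counts were fractional in 5 of the 6 libraries, so the same caution applies. Mx1 stayed below the expression filter, with 14.3 ± 7.97 normalized counts in control and 36.0 ± 2.51 in PQ (SD, n = 2). Of the genes higher in NAC than in control, chosen after their values were seen, Ifit3 lay at the upper end of both ranges (standard error 0.24, adjusted p = 0.0025 by edgeR for NAC, with fractional counts in all 6 libraries). Cxcl10 had a log2 fold change over control of 0.74 in NAC (standard error 0.10, adjusted p = 4.5e-05 by edgeR) and 1.48 in PQ. Ccl2 had 0.89 in NAC (standard error 0.12, adjusted p = 4.4e-05 by edgeR) and 1.56 in PQ. Rsad2 had 0.65 in NAC (standard error 0.16, adjusted p = 0.0068 by edgeR) and 2.17 in PQ. Other genes of the list fell in NAC, also picked after their values were seen. Their log2 CPM minus the control mean in the NAC libraries was -1.78 and -1.60 for Map1b. It was -1.36 and -1.67 for Isg20, and -1.46 and -1.25 for Dhx58.
The z-scores of the Source Data are taken within each set of 3 libraries, so that none can exceed 1.1547 whatever the size of the change. In them, PQ had the highest value in both sets for 87 of the 108 genes.

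**Figure D1:**
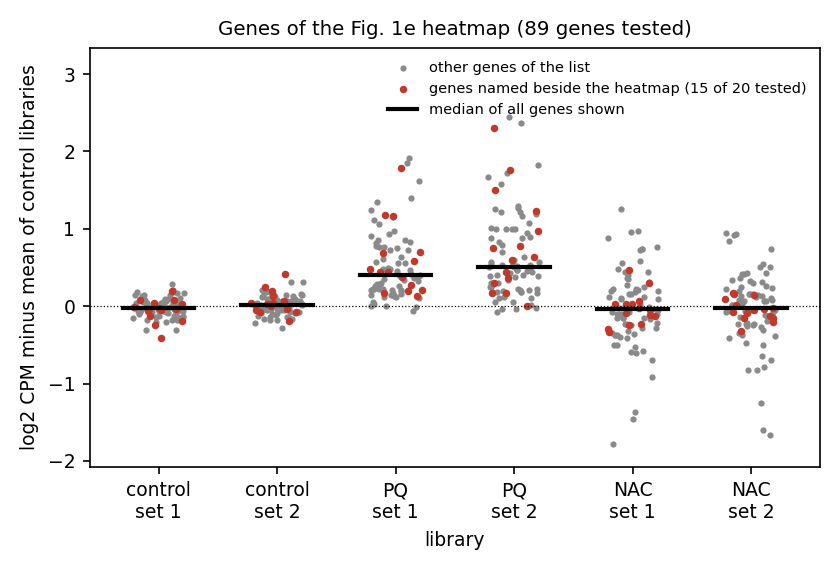
Each point is one of the 89 tested genes of the Fig. 1e heatmap in one of the 6 libraries (horizontal axis), with its log2 CPM minus the mean of the 2 control libraries on the vertical axis and the 15 tested genes named beside the heatmap in red. Bars mark the median over the genes, which was 0.40 and 0.51 in the PQ libraries and -0.04 and -0.02 in the NAC libraries.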

Concordantly, heatmap visualization showed an overall increase of IFN-I pathway gene expression pattern in PQ-treated NSPCs, as compared to the control or NAC-treated cells (Fig. 1e). Quantitative real-time PCR (qRT-PCR) confirmed the transcriptional upregulation of major IFN-I signaling downstream surrogates, including *Ifnb1, Isg15, Socs1*, and *Mx1* (Fig. 1f). Importantly, the PQ-induced IFN-I signaling gene upregulation was completely blocked by co-treatment of anti-oxidant NAC, indicating that the response is redox potential dependent. Consistently, ELISA analysis of PQ-treated NSPCs revealed significantly elevated secretion of the key IFN-I response effector IFNβ as compared to the mock-treated control cells (Fig. 1g). Similar results were obtained in H_2_O_2_ treated NSPCs (Supplementary Fig. 1b, c).

To test whether activation of IFN-I signaling accounts for the redox stress-induced neurogenic decline, we next directly treated the NSPCs with IFNβ. Indeed, addition of IFNβ alone was sufficient to suppress neurogenic differentiation of NSPCs (Fig. 1h). Conversely, depletion of interferon-α/β receptor (IFNAR) β chain (IFNAR2), a key subunit of IFNAR dimer, blocked IFN-I response in PQ-treated NSPCs and restored their neurogenic potential (Supplementary Fig. 1d, e; Fig. 1i). These data collectively suggest that oxidative stress signaling regulates neurogenic differentiation of NSPCs through activation of IFN-I pathway.

### FOXO3 is required for ROS-induced IFN-I response

FOXO proteins are known to regulate physiological oxidative stress response partly due to their role in modulating the transcriptional expression of ROS-scavenging enzymes^26,27^. Indeed, heatmap and GSEA analysis confirmed that transcriptional targets of FOXO3 were upregulated in PQ-treated NSPCs (Supplementary Fig. 2a, b). 

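The genes that the Source Data lists under the FOXO3 heatmap number 144, of which 122 passed the expression filter. Their median log2 fold change of PQ over control was 0.08, with 74 genes above 0 and 48 below (adjusted p = 0.13 by limma's camera test). At an adjusted p under 0.05 by edgeR, 19 of them were higher and 10 lower. The 20 genes named beside the heatmap had a median of 0.45 over the 18 that were tested, of which 14 were higher. The Source Datan orders the list by the mean PQ z-score of the 2 sets, and these are its first 20 genes, an order examined after the values were seen. The other 104 tested genes had a median of 0.03, with 5 higher and 10 lower. Against NAC, the median of PQ over the whole list was 0.12 (adjusted p = 0.41 by camera). NAC over control gave 0.03 (adjusted p = 0.74 by camera). Single genes went both ways at an adjusted p under 0.05 by edgeR. In PQ over NAC, 36 were higher and 29 lower, and in NAC over control 19 were higher and 16 lower. The preranked normalized enrichment score of the list was 1.34 (nominal p = 0.062 by gene permutation). It was 1.88 (nominal p = 0.012 by gene permutation) when ranks alone were used and 0.99 (nominal p = 0.48 by gene permutation) with no filter on low values. The DELPUECH_FOXO3_TARGETS_UP set of Supplementary Fig. 2b was not used here.
Areg, Cd200 and Mvp were chosen from the named genes after their values were seen and lay at the upper end of the list. Areg (NCBI gene 11839), on chromosome 5 of mm9 from 91568641 to 91577458, had 469.5 ± 77.0 normalized counts in control, 1114 ± 119 in PQ and 265.9 ± 4.63 in NAC (SD, n = 2). Its log2 fold change of PQ over control was 1.25 (standard error 0.12, adjusted p = 1.4e-06 by edgeR). Cd200 (NCBI gene 17470), on chromosome 16 from 45382248 to 45409166, had a log2 fold change of 1.11 (standard error 0.17, adjusted p = 2.4e-04 by edgeR), and Mvp, on chromosome 7 from 134130374 to 134158135, of 0.97 (standard error 0.14, adjusted p = 8.2e-05 by edgeR). Srgn, the first gene named beside the heatmap, had at most 3 counts in every library. The paper measured Sod2, Sesn3 and Pik3ip1 as FOXO3 downstream genes by qRT-PCR in other experiments with longer PQ treatment. Here Sod2 and Sesn3 each had a log2 fold change of -0.01 in PQ over control (adjusted p = 0.95 and 0.98 by edgeR). The log2 CPM of Pik3ip1 minus the control mean was 0.376 and 0.225 in the PQ libraries and 0.435 and 0.782 in the NAC libraries. Foxo3 itself had 340.0 ± 61.5 normalized counts in control and 420.4 ± 3.13 in PQ (SD, n = 2). Its log2 fold change was 0.30 (standard error 0.13, adjusted p = 0.12 by edgeR). This value depended on the control library, at 0.13 without that of set 2 and 0.50 without that of set 1.

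**Figure D2:**
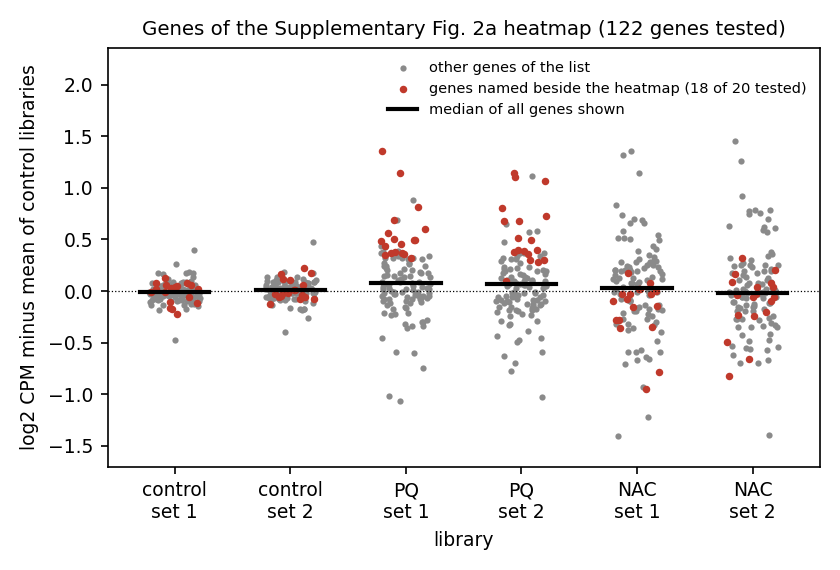
Each point is one of the 122 tested genes of the Supplementary Fig. 2a heatmap in one of the 6 libraries (horizontal axis), with its log2 CPM minus the mean of the 2 control libraries on the vertical axis and the 18 tested genes named beside the heatmap in red. Bars mark the median over all the genes, which was 0.08 and 0.06 in the PQ libraries and 0.03 and -0.02 in the NAC libraries.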

To determine the role of FOXO3 in ROS-induced IFN-I response, we next analyzed how FOXO3 depletion affects oxidative stress-induced IFN-I signaling activation. As expected, PQ treatment to the control NSPCs (non-targeted guide RNA, sg-NT) elicited a robust IFN-I response, as evidenced by the markedly enhanced phosphorylation of IFN-I upstream and downstream signaling protein STAT1 and TBK1 (Fig. 2a, b), elevated IFNβ secretion (Fig. 2c), and the strongly upregulated mRNA expression of IFN-I stimulated genes (ISGs) (*Isg15, Socs1, Usp18* and *Nos2*) (Fig. 2d). In comparison, the PQ treatment-induced IFN-I response and activation of its upstream and downstream signaling were evidently attenuated in FOXO3-depleted NSPCs (sg-Foxo3) (Fig. 2b–d), suggesting that FOXO3 plays a crucial role in regulation of ROS-induced IFN-I response. Interestingly, FOXO3 depletion in NSPCs also attenuated IFN-I response induced by other stressors (i.e., H_2_O_2_, oligomycin, zeocin) (Supplementary Fig. 2c–e), suggesting that FOXO3 may serve as a general cellular stress effector by activating IFN-I response.

**Fig. 2:**
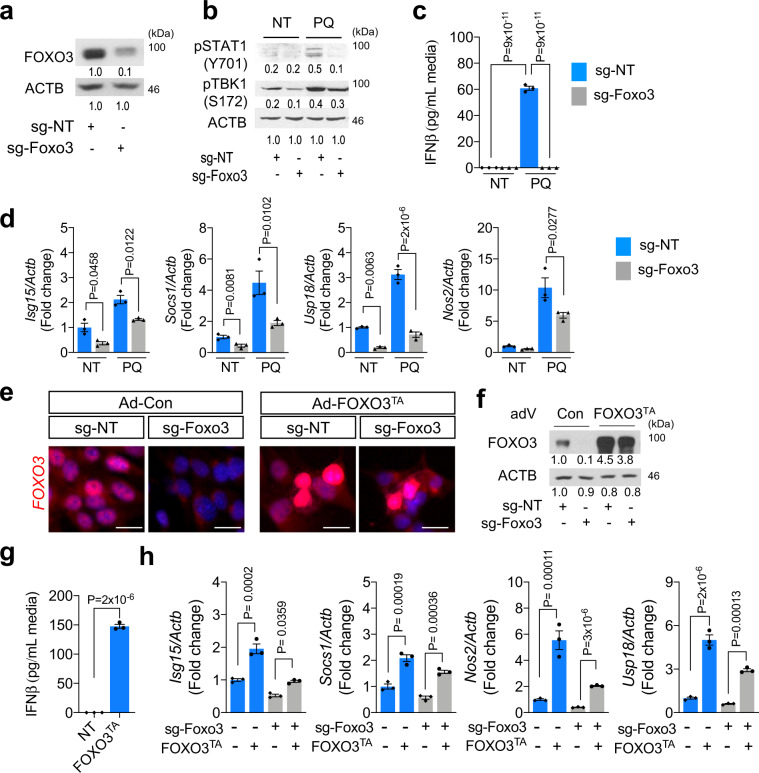
FOXO3 is necessary for ROS-induced IFN-I response. **a** WB for FOXO3 in NSPCs expressing non-targeted guide RNA (sg-NT) or Foxo3 targeted guide RNA (sg-Foxo3). **b** WB for STAT1 and TBK1 phosphorylation following 48 h treatment. NT: mock-treated control, PQ: 5 μM of paraquat. **c** IFNβ secretion in the media following 48 h treatment. Mean ± s.e.m. of three independent experiments. **d** qRT-PCR results for ISGs following 4 days of PQ treatment. Mean ± s.e.m. of three independent experiments. Representative IF (**e**) and WB (**f**) results for FOXO3 on either adenovirus for control or FOXO3^TA^-infected NSPCs. Scale bar = 10 µm. **g** IFNβ secretion in the media following 72 h of control or FOXO3^TA^ adenovirus infection. Mean ± s.e.m. of three independent experiments. **h** qRT-PCR results for ISGs at 4 days after the infection of adenovirus. Mean ± s.e.m. of three independent experiments. Statistical significance was determined by one-way ANOVA for (**c**, **d**, and **h**), and by two-sided unpaired *t*-test for **g** Experiments for **a**, **b**, **e**, and **f** were repeated three times independently with similar results and representative images/blots are shown.

FOXO3 integrates a variety of cellular signals that modulate its transcriptional activity^28^. To examine whether activation of FOXO3 by itself was sufficient to trigger IFN-I response independently oxidative stress, we transduced NSPCs with an adenoviral-encoded activated mutant form of FOXO3 (FOXO3^TA^, triple alanine form^29^) that was known to localize to the nucleus (Fig. 2e, f). FOXO3^TA^ expression markedly increased IFNβ secretion as well as enhanced expression of ISGs as compared to the control adenovirus-infected NSPCs (Fig. 2g, h), indicating that FOXO3 is directly responsible for oxidation stress-induced IFN-I activation.

### Oxidation of FOXO3 activates IFN-I response

Previous reports suggest that ROS signaling activates FOXO by inducing its nuclear translocation^30,31^. Similarly, we found that ROS treatment to NSPCs stimulated FOXO3 nuclear retention and activation that concomitantly led to an elevated FOXO3 protein expression (Fig. 3a–c). Conversely, treatment with the anti-oxidant NAC not only promoted FOXO3 cytoplasmic shuttling and reduced its expression as well as transcriptional activity, it also prevented the ROS-induced FOXO3 protein accumulation in PQ-treated NSPCs (Fig. 3a–c, Supplementary Fig. 3a).

**Fig. 3:**
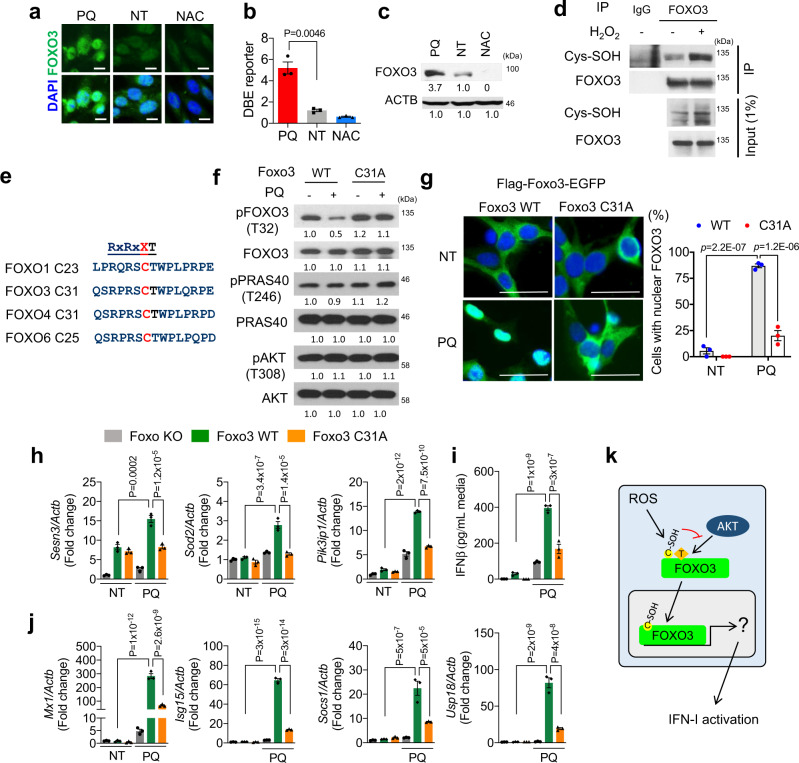
Oxidation at Cys31 of FOXO3 activates IFN-I response. IF (**a**), DBE reporter (**b**, mean ± s.e.m., *n* = 3 independent experiments), and WB (**c**) for FOXO3 in NSPCs following 24 h of respective treatment. Scale bar = 10 µm. **d** WB for cysteine sulfenylation (Cys-SOH) following immunoprecipitation of FOXO3. **e** Conserved consensus sequence adjacent to AKT phosphorylation site of mouse FOXO proteins. **f** WB for indicated proteins from non-treated and PQ-treated (40 μM, 0.5 h) Foxo3 WT or C31A mutant transduced NSPCs. **g** Microscopic analysis of Foxo3 WT or C31A mutant tagged with c-terminus EGFP with or without PQ treatment (40 μM, 16 h). Scale bar = 20 µm. Percent of cells with nuclear FOXO3-EGFP is plotted on the right. Mean ± s.e.m. of three independent experiments. qRT-PCR analysis for transcriptional targets of FOXO3 (**h**) and ISGs (**j**). Foxo null NSPCs with WT or C31A mutant Foxo3 were analyzed following 4 days of PQ treatment. Mean ± s.e.m. of three independent experiments. **i** IFNβ secretion in the media following 48 h treatment. Mean ± s.e.m. of three independent experiments. **k** Schema for activation of FOXO3 by oxidation at Cys31 residue. For **b**, **g**, **h**, **i**, and **j**, statistical significance was determined by one-way ANOVA. Experiments for **a**, **c**, **d**, **f**, and **g** were repeated three times independently with similar results and representative images/blots are shown.

The nucleo-cytoplasmic shuttling of FOXO is controlled through a combination of posttranslational modifications, particularly AKT-mediated phosphorylation that promotes its cytoplasmic sequestering^28^. Notably, previous studies reported that ROS treatment could cause a significant reduction of FOXO phosphorylation at threonine 32/serine 253, suggesting that oxidative stress may induce FOXO3 nuclear translocation by impeding its phosphorylation^32,33^. Since reversible cysteine thiol oxidation is a well-known mechanism that regulates signaling cascades and protein activities^34^, we asked whether redox stress conditions could also induce cysteine oxidation in FOXO3. Indeed, immunoprecipitation followed by blotting analysis against cysteine sulfenic acid (Cys-SOH) confirmed a strong elevation of FOXO3 sulfenylation in H_2_O_2_ or PQ-treated NSPCs, as compared to their mock-treated controls (Fig. 3d; Supplementary Fig. 3b). Mammalian FOXO3 contains a highly conserved Cys residue (Cys31) adjacent to threonine (Thr) that is subjected to AKT phosphorylation (Fig. 3e). To test whether the Cys31 oxidation affected AKT-dependent Thr32 phosphorylation, we reconstituted the FOXO3-null NSPCs with a lentiviral construct encoding green fluorescent protein (GFP)-tagged either wild-type (WT) or Cys31 to alanine FOXO3 mutant (C31A). Immunoblot analysis showed that ROS treatment strongly reduced Thr32 phosphorylation of FOXO3 WT but not that of the C31A FOXO3 mutant, as relative to the mock-treated control cells (Fig. 3f), suggesting that oxidation at Cys31 may impede Thr32 phosphorylation. In line with this, fluorescence live-imaging of GFP-tagged FOXO3 indicated that the ROS-induced nuclear translocation was significantly lower for C31A mutant compared to the wild-type FOXO3 (Fig. 3g). Consistently, analysis of ROS-treated NSPCs transduced with C31A mutant revealed an attenuated induction of FOXO3 downstream genes (i.e., *Sod2, Sesn3, pik3ip1*), ISGs expression, and IFNβ secretion, as relative to the wild-type FOXO3-transduced cells (Fig. 3h–j). Notably, although the C31A mutant was defective of ROS-induced FOXO3 nuclear shuttling and activation, this mutation did not affect FOXO3 nuclear translocation upon treatment with either PI3K inhibitor (GDC0941) or AKT inhibitor (MK2206) (Supplementary Fig. 3c–e). These findings suggest that Cys thiol oxidation and its associated inhibitory function on FOXO3 phosphorylation is a key mechanism that underlies ROS-regulated FOXO3 and its downstream signaling activation (Fig. 3k).

### Compromised lamin processing upon oxidative stress invokes IFN-I response

The IFN-I signaling is a cellular innate immune response and often triggered by the cytosolic DNA-sensing cGAS/STING pathway^35^. To examine whether ROS-induced IFN-I activation is mediated by aberrant cytosolic DNA appearance, we treated the cGAS-GFP-expressing NSPCs with pro-oxidant PQ. Fluorescence microscopic analysis of the PQ-treated cells revealed an increased nuclear leakage as evidenced by the emergence of cytosolic H3K4m3-positive chromatin and the inappropriate formation of cytoplasmic cGAS-GFP-containing DNA foci (Fig. 4a), suggesting a compromised nuclear envelope integrity.

**Fig. 4:**
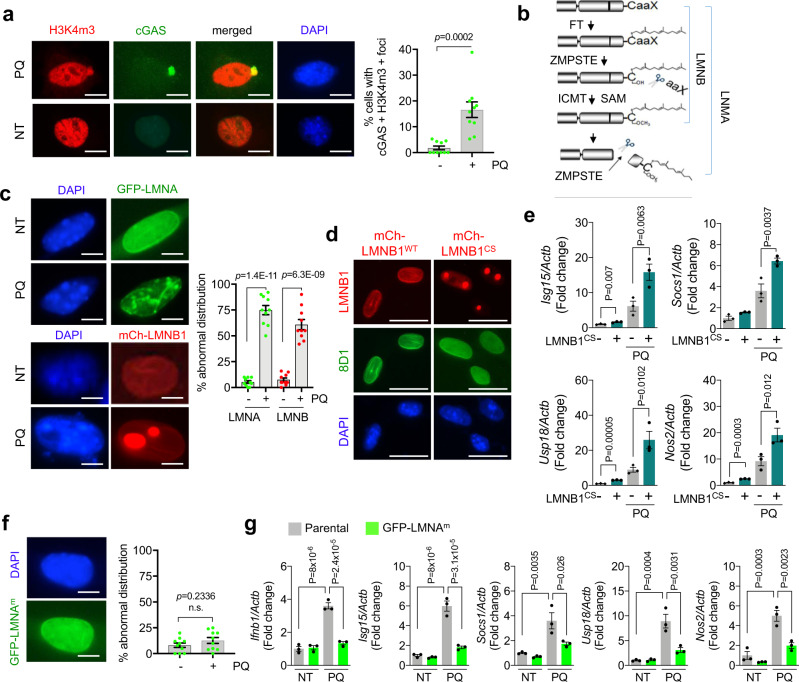
Defective nuclear lamin processing causes nuclear leakage under oxidative stress. **a** Left, analysis for cGAS-GFP reporter and IF of H3K4m3 following 24 h of PQ treatment. Right, quantitation of the percent of cells with cGAS-GFP foci overlapped cytosolic H3K4m3. Scale bar = 4 µm. Mean ± s.e.m. of ten images. **b** Diagram for lamin processing. FT: Farnesyl transferase, ZMPSTE: ZMPSTE24 protease, ICMT: Isoprenylcysteine carboxymethyltransferase, SAM: S-adenosyl-L-methionine. **c** Left, microscopic analysis for GFP-LMNA and mCherry-LMNB1 (mCh-LMNB1) localization following 24 h of PQ treatment. Right, quantitation for abnormal lamin structure ratio to whole cells. Scale bar = 2 µm. Mean ± s.e.m. of ten images. **d** IF for mature LMNB1 (8D1, green) in NSPCs expressing mCherry-tagged prelamin B1 (mCh-LMNB1^WT^) and mCherry-tagged mutant prelamin B1 (mCh-LMNB1^cs^). Scale bar = 5 µm. **e** qRT-PCR analysis for ISGs after 4 days of PQ treatment. Mean ± s.e.m. of three independent experiments. **f** Left, microscopic analysis of NSPC expressing mature LMNA (GFP-LMNA^m^). Scale bar = 2 µm. Right, quantitation of GFP-LMNA^m^ is plotted following 24 h of PQ treatment. Mean ± s.e.m. of ten images. **g** qRT-PCR results for ISGs after 4 day of PQ treatment. Mean ± s.e.m. of three independent experiments. Statistical significance was determined by two-sided unpaired t-test for **a**, **c**, and **f** and by one-way ANOVA for **e** and **g**. Experiments for **a**, **c**, **d**, and **f** were repeated three times independently with similar results and representative images/blots are shown.

The nuclear lamina is essential for the maintenance of nuclear shape and mechanics, and its dysregulation causes nuclear envelopathies and accumulation of cytosolic chromatin fragments^36^. As an essential component of nuclear lamina, the maturation of functional lamin A/B from newly synthesized prelamin A/B follows a multistep process of posttranslational modification that involves farnesylation and methylation of its C-terminal cysteine before proteolytic cleavage of its C-terminal 15 amino acids (Fig. 4b). To test whether oxidative stress affects lamin distribution, we stably transduced NSPCs with a construct encoding either N-terminal GFP-tagged prelamin A (GFP-LMNA) or mCherry-tagged prelamin B1 (mCh-LMNB1). Strikingly, we found that compared to the control cells in which the tagged lamin proteins dispersed evenly along the nuclear envelopes, a large portion of PQ-treated NSPCs displayed an irregular lamin distribution, reminiscent of protein aggregation (Fig. 4c). To test whether the disruption of lamin processing could activate IFN-I response upon oxidative stress, we stably expressed in NSPCs a cysteine 585 to serine prelamin B1 mutant (LMNB1^CS^) that is defective of prelamin maturation-essential farnesylation and methylation^37^. Immunofluorescence analysis of the cells indicated that the LMNB1^CS^ mutant protein, unrecognizable by the mature lamin B1-specific 8D1 monoclonal antibody^38^, formed the aggregate-like nucleoplasmic foci that were similar to the ones observed in wild-type lamin B1-transduced NSPCs under ROS treatment (Fig. 4d). qRT-PCR analysis further revealed that expression of LMNB1^CS^ mutant alone was able to induce IFN-I response and downstream gene expression, and the effect could be further enhanced by ROS treatment (Fig. 4e). Conversely, expression of a C-terminus deletion form of mature lamin A mutant (LMNA^m^) strongly attenuated the ROS-induced IFN-I signaling activation and ISGs expression (Fig. 4f, g). These findings together suggest defective lamin processing as an underlying cause of IFN-I response under oxidative stress.

### ROS-induced intracellular SAM depletion disrupts lamin maturation

Lamin maturation requires isoprenylation and methylation on the C-terminal cysteine residues^39^. To determine how ROS regulates lamin posttranslational modification, we performed targeted quantitative polar metabolomics profiling by liquid chromatography-tandem mass spectrometry (LC–MS) on samples derived from control, pro- or anti-oxidant treated NSPCs. Among the 258 metabolites analyzed, we found that the turnover of SAM exhibited an inverse correlation with redox potential. As compared to the mock-treated control cells, treatment with the pro-oxidant PQ gave rise to a 1.5-fold reduction of cellular SAM and a 2.1-fold reduction of SAM to SAH ratio (Fig. 5a). By contrast, NSPCs treated with anti-oxidant NAC exhibited a 1.4-fold increase of cellular SAM level.

**Fig. 5:**
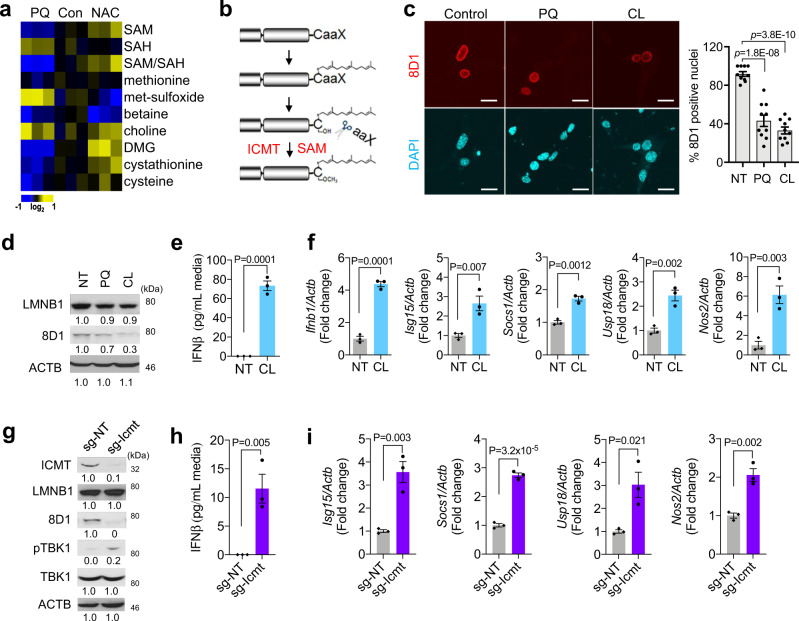
Stress-depleted intracellular SAM underlies nuclear leakage through lamin B1 maturation failure. **a** Heatmap for metabolites extracted from NSPCs after 2 days of respective treatment. Data are presented as three independent experiments. SAM: S-adenosyl-methionine, SAH: S-adenosyl-homocysteine, DMG: dimethylglycine. **b** Diagram for lamin processing. **c** Left, IF images for mature lamin B1 (8D1, red) following 48 h of PQ or CL treatment. CL: 25 mM of cycloleucine (1-aminocyclopentanecarboxylic acid).  Right, quantitation for 8D1-positive nuclei. Scale bar = 10 µm. Mean ± s.e.m. of ten images. **d** WB results for total laminB1 (LMNB1) and mature laminB1 (8D1). IFNβ secretion in the media (**e**) and qRT-PCR analysis for ISGs (**f**) following 48 h of CL treatment. Mean ± s.e.m. of three independent experiments. **g** WB for defect of lamin processing and IFN-I activation in Icmt-targeted guide RNA transduced NSPCs (sg-Icmt). IFNβ secretion in the media (**h**) and qRT-PCR analysis for ISGs (**i**) following 48 h growth. Mean ± s.e.m. of three independent experiments. Statistical significance was determined by one-way ANOVA for (**c**) and by two-sided unpaired t-test for (**e**, **f**, **h**, and **i**). Experiments for **c**, **d**, and **g** were repeated three times independently with similar results and representative images/blots are shown.

SAM is a principal methyl donor for a variety of biological processes including isoprenylcysteine carboxymethyl-transferase (ICMT)-mediated lamin methylation (Fig. 5b). Since prelamin methylation is a prerequisite step of lamin maturation, we next examined the effect of SAM depletion on lamin processing by treating NSPCs with cycloleucine (CL), a methionine adenosyltransferase 2A (MAT2A) inhibitor. Immunofluorescence and immunoblot analyses revealed that inhibition of SAM production compromised lamin maturation, as indicated by the significantly reduced levels of 8D1-positive mature lamin B1 in CL- or PQ-treated NSPCs compared to their mock controls (Fig. 5c, d). In addition, CL treatment alone was sufficient to elicit IFNβ secretion and induction of ISGs (Fig. 5e, f). Consistently, disrupting lamin methylation by depletion of its methyltransferase ICMT (sg-Icmt) also inhibited lamin B1 maturation and provoked IFN-I response, as evidenced by the induction of TBK1 phosphorylation (Fig. 5g; Supplementary Fig.4), IFNβ secretion (Fig. 5h), and ISGs expression (Fig. 5i). Together, these findings suggest that SAM depletion and its dependent lamin methylation disruption are the underlying cause of ROS-induced cGAS/STING-IFN-I signaling activation.

### ROS regulates intracellular SAM through GNMT

SAM is a universal co-substrate of methyl group transfer reactions^40^. Intracellular SAM levels are balanced by MAT2A-catalyzed synthesis and its consumption through multiple catabolic processes^41^. Since our metabolite profiling revealed little change of intracellular methionine— the precursor for SAM (Fig. 5a), we next examined the expression of the major enzymes involved in SAM metabolism. qRT-PCR analysis of control and ROS-treated NSPCs indicated that cellular expression of MAT2A, the enzyme that catalyzes the synthesis of SAM from methionine, remained relatively stable (Supplementary Fig. 5a). By contrast, the expression of GNMT, a key catabolic enzyme that catalyzes the SAM to SAH conversion, was markedly induced by PQ treatment but suppressed by anti-oxidant NAC (Fig. 6a–c).

**Fig. 6:**
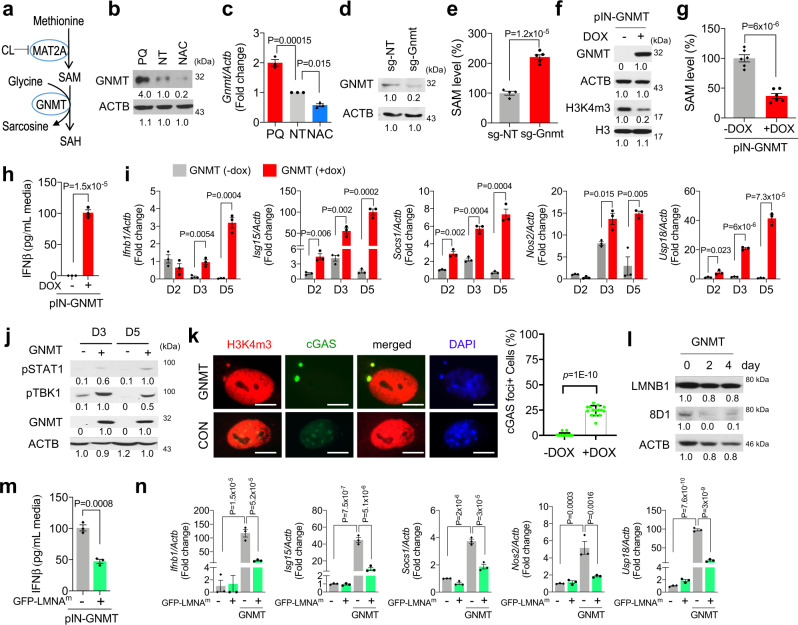
Stress-induced GNMT depletes intracellular SAM. **a** Diagram for GNMT function. MAT: methionine adenosyltransferase, GNMT: glycine N-methyltransferase. WB (**b**) or qRT-PCR (**c**) analysis for GNMT expression in NSPCs following 2 days of indicated treatment. Mean ± s.e.m. of three independent experiments. **d** WB for GNMT in GNMT-targeted guide RNA-expressing NSPC (sg-Gnmt). **e** SAM levels following 48 h treatment in sg-NT (gray bar, *n* = 4) or sg-Gnmt (red bar, *n* = 5) infected NSPC. 100% of SAM = 50 µM. Data are presented as mean ± s.e.m. WB (**f**), SAM level (*n* = 6) (**g**), and IFNβ secretion in the media (*n* = 3) (**h**) following induction of GNMT with 2 µg/mL of doxycycline (DOX) for 2 days. 100% of SAM = 50 µM. Data are presented as mean ± s.e.m. **i** qRT-PCR results for ISGs at indicated points after induction of GNMT. Mean ± s.e.m. of three independent experiments. **j** WB for STAT1 or TBK phosphorylation following induction of GNMT at indicated points. **k** Left, microscopic analysis of cGAS-GFP reporter and IF of H3K4m3 following induction of GNMT. Scale bar = 2 µm. Right, quantitation of the percent of cells with cGAS-GFP foci overlapped cytosolic H3K4m3. Mean ± s.e.m. of ten images. **l** WB for total lamin B1(LMNB1) and mature lamin B1 (8D1) expression following induction of GNMT. **m** IFNβ secretion in the media following 48 h of GNMT induction in GFP-LMNA^m^ expressing NSPCs (GFP-LMNA^m^). Mean ± s.e.m. of three independent experiments. **n** qRT-PCR for ISGs following 4 days of GNMT induction. Mean ± s.e.m. of three independent experiments. Statistical significance was determined by two-sided unpaired t-test for **e**, **g**, **h**, **i**, **k**, and **m**, and by one-way ANOVA for (**c**, **n**). Experiments for **b**, **d**, **f**, **j**, **k**, and **l** were repeated three times independently with similar results and representative images/blots are shown.

GNMT catalyzes the reaction of glycine to sarcosine by using SAM as the methyl donor^42^. Likewise, CRISPR/Cas9-mediated GNMT depletion by guide RNA (sg-Gnmt) led to two-fold enhancement of cellular SAM accumulation compared to the control sgRNA transduced cells (Fig. 6d, e). Conversely, doxycycline (DOX)-induced overexpression of exogenous GNMT conferred a rapid ~70% SAM depletion within 24 h and led to a reduction of global H3K4 methylation (Fig. 6f, g), consistent with its role as a principle methyl donor for histone methylation^43,44^. Importantly, DOX-induced GNMT expression-induced IFNβ secretion and initiated a time-dependent IFN-I response by activating its downstream signaling and gene expression (Fig. 6h–j). These findings suggest that GNMT-regulated SAM depletion is a likely route to ROS-induced IFN-I activation.

To determine whether GNMT-regulated SAM depletion could also instigate nuclear leakage to activate cGAS/STING signaling, we transduced the DOX-inducible GNMT expressing NSPCs with a cytosolic DNA fragment-sensing cGAS-GFP construct. Compared to the mock-treated control cells, DOX-treated NSPCs exhibited a significant elevation of cGAS-GFP-containing foci that colocalized with cytosolic H3K4m3-positive DNA fragments (24.4 ± 1.275% vs 0.7 ± 0.45%) (Fig. 6k). Immunoblot analysis of the DOX-treated NSPCs further revealed a strong reduction of 8D1-positive mature lamin B1 protein level (Fig. 6l), suggesting that lamin maturation was compromised following GNMT induction. Consistently, transduction of a mature lamin mutant (GFP-LMNA^m^) in the DOX-inducible GNMT expressing NSPCs suppressed the GNMT induction-evoked IFNβ secretion as well as ISGs expression (Fig. 6m, n). Furthermore, co-treatment of NSPCs with cGAS inhibitor, RU.521^45^, largely suppressed PQ- or GNMT expression-induced IFN-I activation and restored their neuronal differentiation capacity (Supplementary Fig. 5b–d). Collectively, these data indicate that GNMT is a key regulator of IFN-I response under ROS treatment.

### Redox stress modulates NSPC neurogenic potential through FOXO3-regulated GNMT expression

Our data indicate that FOXO3 is directly responsible for oxidative stress-induced IFN-I activation. Indeed, the frequency of PQ-induced cGAS-GFP foci was significantly reduced following FOXO3 depletion (Supplementary Fig. 6a, b). Conversely, enforced expression of the active FOXO3^TA^ mutant enhanced the percentage of irregular nuclei-containing NSPCs that displayed a reduced 8D1 staining (Supplementary Fig. 6c, d), phenocopying GNMT-induced cells. Given our findings that FOXO3 and GNMT were both involved in ROS-induced IFN-I activation, we next investigated the potential connection between FOXO3 activation and GNMT induction under stress conditions. By surveying the ±3 kb genomic DNA sequence near murine GNMT transcription start site (TSS), we identified two putative DAF‐16 family-binding element (DBE) FOXO motifs, positioned at 200–300 bp upstream of TSS (Supplementary Fig. 7). Chromatin immunoprecipitation (ChIP) coupled with qRT-PCR revealed that FOXO3 was 9.7 ± 2.7-fold enriched at GNMT promoter relative to the background gene desert (Fig. 7a). Moreover, qRT-PCR analysis confirmed that enforced expression of the active FOXO3^TA^ mutant significantly enhanced GNMT transcription, as compared to the control virus infected NSPCs (Fig. 7b). By contrast, CRISPR/Cas9-mediated depletion of endogenous FOXO3 suppressed GNMT mRNA expression (Fig. 7c). These data suggest that FOXO3 transcriptionally controls GNMT expression.

**Fig. 7:**
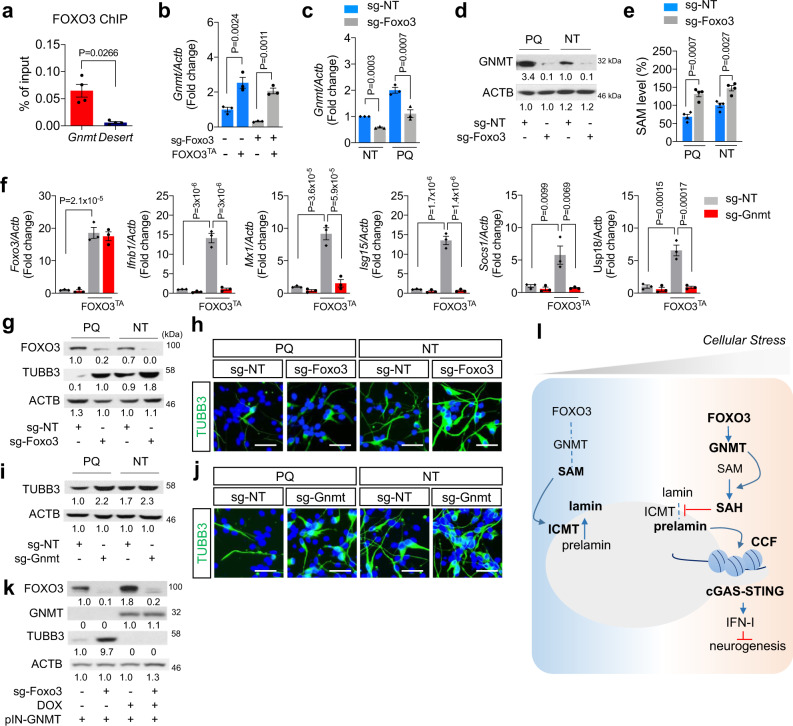
Redox stress impacts neurogenic potential of NSPCs through regulating SAM levels. **a** FOXO3 ChIP-qPCR analysis at *Gnmt* promoter in comparison to a gene desert region. Mean ± s.e.m. of four independent experiments. qRT-PCR (**b**, **c**) and WB (**d**) results for GNMT expression in NSPCs treated with PQ for 48 h. Mean ± s.e.m. of three independent experiments. **e** SAM levels in NSPCs expressing sg-NT or sg-Foxo3 treated for 48 h as indicated. Hundred percent of SAM = 50 µM. Mean ± s.e.m. of four independent experiments. **f** qRT-PCR results for Foxo3 and ISGs on either control adenovirus or FOXO3^TA^ adenovirus-infected NSPC. Mean ± s.e.m. of three independent experiments. Statistical significance was determined by two-sided unpaired *t*-test for **a** and by one-way ANOVA for **b, c**, **e**, and **f**. WB (**g**, **i**, and **k**) and IF (**h** and **j**) for TUBB3 expressions of each NSPC line on 3 day of differentiation. Scale bar = 40 µm. Experiments for **d**, **g**, **h**, **i**, **j**, and **k** were repeated three times independently with similar results and representative images/blots are shown. **k**. Model for the mechanism how cellular stress elicits IFN-I response and inhibits neurogenic differentiation potential of neural stem cells.

We next examined whether FOXO3-regulated ROS-initiated IFN-I response through GNMT. Treatment of NSPCs with pro-oxidant agent PQ promoted a marked increase of GNMT mRNA and protein expression relative to the mock-treated control cells (Fig. 7c, d). However, this ROS-induced GNMT upregulation was significantly attenuated in the NSPCs depleted of FOXO3. As expected, the FOXO3-depleted NSPCs exhibited a steady increase of cellular SAM levels as relative to their respective controls before or after ROS treatment (Fig. 7e). Concordantly, knockdown of GNMT abolished FOXO3^TA^ expression-induced IFN-I response and downstream gene expression (Fig. 7f).

We next went on to determine how FOXO3-GNMT/SAM-IFN-I signaling pathway regulates neurogenesis under oxidative stress condition. As expected, immunoblot and immunofluorescence analysis revealed that treatment of NSPCs with pro-oxidant PQ attenuated their neuronal differentiation capacity, as indicated by the reduction of both the expression level of neuronal marker TUBB3 and the percentage of TUBB3-positive cell population relative to the mock-treated control cells (Fig. 7g-j). Evidently, depletion of either FOXO3 or GNMT in the PQ-treated NSPCs reversed the ROS effect and was sufficient to restore their neurogenic potential (Fig. 7g–j). Notably, the FOXO3 depletion-promoted neuronal differentiation could be further blocked by DOX-induced exogenous GNMT expression, consistent with our finding that GNMT is a downstream effector of FOXO3 signaling (Fig. 7k).

To examine our findings under in vivo context, we next applied a well-established oxidative stress model by performing transient middle cerebral artery occlusion (tMCAO) followed by reperfusion in brain parenchyma^46,47^ (Supplementary Fig. 8a, b). Analysis of FOXO3 expression around SVZ regions showed a time-dependent increase of nuclear FOXO3 and loss of 8D1-positive mature lamin expression in NESTIN + progenitor cell population following 1 h tMCAO (Supplementary Fig. 8c, d). Combined immunoblot and qRT-PCR analysis of the microdissected SVZ tissues further confirmed the tMCAO-induced increase of FOXO3, GNMT as well as other FOXO3 downstream and ISG gene expression (Supplementary Fig. 8e, f), suggesting ROS-FOXO3-GNMT/SAM-lamin-IFN-I signaling cascade is operative in vivo.

Lastly, considering the elevation of ROS in aging brain, we further examined type-I IFN stimulated gene expression in young and old (<60 year old) and aged (>60 year old) patient brain samples. Consistently, we observed a clear increase of ISGs along with GNMT mRNA expression in aged brains (Supplementary Fig. 9a, b). Altogether, our results suggest the FOXO3-GNMT/SAM-lamin-cGAS/STING-IFN-I signaling cascade as an important physiological stress response program that may protect the nervous system against acute oxidative insults (Fig. 7l).

## Discussion

Alterations of the redox state, as in many brain pathologies, regulate the fate of NSPCs^48^. Our study revealed that cellular stresses including a higher redox potential are translated into IFN-I response via FOXO3-GNMT/SAM-lamin changes (Fig. 7l). In particular, we showed that redox potential controls NSPC function by altering IFN-I response through metabolic regulation of intracellular SAM availability. Mechanistically, our study uncovered a previously unidentified FOXO3 signaling cascade that functionally connects oxidative stress response with NSPC differentiation through SAM-depletion-induced IFN-I activation. Our findings of redox-dependent neurogenic regulation warrant future studies on the therapeutic rejuvenation of stress-impacted adult NSPCs.

FOXO transcription factors play a central role in a wide range of biological processes, including stress sensing and regulation of stress response^12^. Genetic studies from many organisms have repeatedly demonstrated the conserved insulin/IGF-PI3K-AKT-FOXO cascade as a major regulatory signaling pathway of aging and lifespan. In the central nervous system, expression of FOXO plays not only a key role in preserving neural stem cell pools^9,10^, but also protects neurons against age-related axonal degeneration across species^16–18^. Despite these advances, there still lacks a mechanistic understanding of how oxidative stress affects FOXO activation systematically and whether and how that contributes to the neuroprotective responses. In the current study, we identified FOXO3 oxidation at the evolutionarily conserved Cys31 residue as a regulatory mechanism that modulate redox-dependent FOXO3 nucleo-cytoplasmic shuttling and downstream signaling. Notably, a previous study reported that ROS-induced FOXO4 oxidation at Cys239 promotes its nuclear import by forming a disulfide-dependent protein complex with transportin-1^31^. These findings suggest that redox-regulated nuclear shuttling is a conserved mechanism underlying FOXO-mediated oxidative stress response.

Our data indicate that FOXO3 mediates redox response through regulation of GNMT and downstream SAM catabolism. Enhanced SAM catabolism by GNMT extends the lifespan in *Drosophila*^49^. In the nervous system, GNMT-mediated SAM metabolism is required for the proliferative signaling of NSPC and hippocampal neurogenesis^50^. But the underlying mechanism is unclear. Here we found that treatment of NSPCs with pro-oxidants led to upregulated GNMT expression and reduction of intracellular SAM availability. SAM is a metabolite generated via the one-carbon metabolism and is the main methyl donor in cellular methylation reactions^40,41^. SAM depletion through dietary methionine restriction has been shown to modulate histone methylation and induce stem cell quiescence^43,44,51^. Amongst the plethora of cellular SAM actions, our study found that not only SAM depletion in NSPCs confers a global reduction of H3K4 methylation, but is also sufficient to trigger cGAS/STING signaling and IFN-I response through regulation of nuclear lamin maturation. These findings support FOXO3-GNMT/SAM axis as a stress responsive program that protect tissue homeostasis by orchestrating anti-oxidative function, metabolic rewiring, and gene expression.

Defective lamin processing is known to cause various human pathologies, particularly those related to aging. A truncated lamin A causes a premature aging syndrome of Hutchinson–Gilford progeria. Consistent with our findings, expression of mutant lamin activated IFN-I response^52^. In addition, recent reports suggest that lamins play important roles in both the outside-in and inside-out signaling processes. External mechanical forces trigger changes in nuclear envelope structure and composition, chromatin organization, and gene expression^53^. Likewise, lamin A is stabilized upon external stress to protect the genome^54^. These studies agree with our findings linking lamin and cellular stress response. We found that FOXO3 mediates oxidative stress response through regulation of intracellular SAM availability and nuclear lamin posttranslational modification. Introduction of a C-terminus deletion form of mature LMNA^m^ blunts ROS-induced activation of cGAS/STING signaling and IFN-I response. These findings suggest a role of nuclear lamin as a signal transducer that mediates oxidative stress response.

Our study contributes to accumulating literature that links cytosolic DNA-sensing cGAS/STING-IFN-I program to physiological and pathological responses to maintain CNS homeostasis. While initially recognized for its critical function in the innate immune response against viral infections, recent studies indicate that cGAS/STING-IFN-I pathway also mediates many other stress responses including signaling from DNA damage and oxidative stress^55–58^. Notably, increased IFN-I response suppresses proliferation of NSPC and reduces their neuronal differentiation under oxidative stress^14,24,59^. In this study, we demonstrated that oxidative stress response activates FOXO3-GNMT/SAM-cGAS/STING-IFN-I signaling cascade and regulates neurogenic potential of cultured NSPCs. Considering increased IFN-I response with declined neurogenesis is an indicative of aging brains^6,15^, we propose cGAS/STING-IFN-I response as an intrinsic cellular surveillance system that protects NSPCs against the deleterious consequences of oxidative insults.

Consistent with our findings, previous aging studies reported that lowering systemic SAM levels by dietary restriction of its precursor methionine was effective toward extending lifespan and improving tissue functions in mammals^60^. Engaging FOXO3-GNMT/SAM-lamin-IFN-I response to acute stress conditions is likely to protect organisms against losing long-term regenerative potential. This protective mechanism, nevertheless, may drive stem cell dysfunction by increasing quiescence and decreased differentiation potential at the face of chronic pathological stress stimuli. Altogether, our findings revealed molecular mechanisms that outline how oxidative stress may trigger IFN-I response-mediated cellular protective response and homeostasis under pathophysiological conditions.

## Methods

### NSPC culture and differentiation

Primary murine NSPCs isolated from subventricular zones (SVZ) and cultured as neurospheres are heterogeneous populations with limited repopulation potential. To avoid passage-dependent drift in NSPC populations, we utilized a neonate-derived immortalized *Ink/Arf*^*−/−*^ NSPC culture that maintains the multi-lineage differentiation capability^61^. It contains a mixed population of relatively quiescent neural stem cells, activated NSCs and lineage-committed neuronal precursor cells, as well as oligodendroglial progenitors based on mRNA expression of lineage markers. NSPCs were cultured with N2 media including 20 ng/mL of EGF and bFGF in the presence or absence of 5 mM NAC, 10 μM PQ, or 40 ng/mL Interferon-β. After 2 days, all growth factors and chemicals were removed and changed to N2 media including B27 supplement to induce differentiation. Cells were harvested at indicated time points for analysis. All the sources of materials are listed in Supplementary data 2.

### Generation of viral particles

To generate lentivirus, 1.5 × 10^7^ 293T cells in 150 mm tissue culture dishes were transfected with 18 μg of each plasmid DNA along with 4.5 μg of pMD2.G and 9 μg of psPAX2 packaging vectors using polyethylenimine. The medium containing lentiviral particles were collected at 48 and 72 h after transfection. The expression of GFP-FOXO3^TA^ by adenoviral transduction was performed by incubating NSPC culture with pfu of purified adenoviral particles for 16 h. Empty adenoviral particles were used at the same pfu in control cultures. All the sources of plasmid DNAs, materials, viruses, and all oligo sequences are listed in Supplementary data 2.

### Measurement of ROS and redox potential

Intracellular glutathione redox potential was determined by expressing pLPCX cyto Grx1-roGFP2^62^. Grx1-roGFP2 expressing NSPCs were treated with 10 mM N-ethylmaleimide for 5 min before fixing with 4% paraformaldehyde to prevent further oxidation. Cells from random fields were scanned by Olympus FLUOVIEW laser scanning confocal microscope using excitation at 405 nm/488 nm. Image analysis was performed using ImageJ (version1.52k) software to calculate 405/488 nm ratio.

### Measurement of IFNβ

The medium was collected following 2 days of treatment. The cells were lysed with laemmli buffer and protein concentrations were determined by BCA assay. IFNβ was measured by using VeriKineTM Mouse IFNβ ELISA kit following the manufacturer’s instructions. All the sources of materials are listed in Supplementary data 2.

### SAM assay

Metabolites were extracted by using cold 80% methanol from 3 million cells overnight at −80 °C. Relative SAM levels were determined by using MLL1 SAMe-Screener Assay kit following the manufacturer’s instructions. In brief, all standards and samples were incubated with MLL1 enzyme for 15 min and subsequently SAM-binding site probe for 15 min at room temperature. The levels of free probe for each well were determined by a plate reader (SpectraMax M4) with excitation and emission wavelengths of 575 nm and 620 nm, respectively. All the sources of materials are listed in Supplementary data 2.

### RNA extraction and qRT-PCR analysis

Total RNAs were extracted from cells by using NucleoSpin RNA kit. Reverse transcription was carried out on 500 ng of total RNA using utilizing RevertAid RT kit. qRT-PCR was performed on cDNA samples using the PowerUp™ SYBR^®^ Green Master Mix on the 7500 Fast Real-time PCR system. All samples were run in duplicate and the mRNA level of each sample was normalized to that of ACTB mRNA. The relative mRNA level was presented as unit values of 2^dCt (=Ct of ACTB-Ct of gene). All the sources of materials and primers are listed in Supplementary data 2.

### RNA-seq and data analysis

Total RNAs were isolated from NSPCs treated with 5 µM of PQ or 5 mM of NAC for 48 h and subjected to RNA sequencing at the Genomics Resources Core facility of Weill Cornell Medicine. RNA-seq libraries were prepared using the Illumina TruSeq stranded mRNA library preparation kit and sequenced on HiSeq4000 sequencer (Illumina). RNA-seq data were aligned to the mm9 reference genome using TopHat^63^, and Cufflinks was used to measure transcript abundances in fragments per kilobase of transcript per million mapped reads^64^. GSEA analysis in this manuscript was generated from the GSEA preranked model^65,66^. The input of GSEA analysis is the gene expression level logFC (fold changes over control).

### Immunofluorescent analysis

Cells were fixed with 4% paraformaldehyde for 10 min at room temperature followed by permeabilization with 0.2% triton X-100 in PBS. The cells were subjected to immunofluorescence staining with antibodies against β-III tubulin (TUBB3, 1:300), GFAP (1:100), NESTIN (1:300), anti-lamin B1 (1:1,000), 8D1 (1:100), H3K4m3 (1:10,000), or FOXO3 (1:1,00) antibodies overnight at 4 °C. The cells were then washed with cold PBS, and incubated with Alexa 488-labeled or Alexa 594-labeled secondary antibodies at room temperature for 1 h. Images were acquired by fluorescence microscopy with EVOS FL Cell Auto Imaging System. All the sources of antibodies and materials are listed in Supplementary data 2.

### Western blot analysis

Cells were lysed by laemmli buffer followed by sonication (30 W/5 s/10 cycles). Protein concentration was determined by using Pierce^TM^BCA protein assay kit. Five to 30 μg of proteins were fractionated by SDS-PAGE electrophoresis and transferred to PVDF membrane using a transfer apparatus following manufacturer’s instructions. After incubation with 5% skim milk in TBST (10 mM Tris, pH 8.0, 150 mM NaCl, 0.5% Tween 20) for 1 h, the membrane was incubated with antibodies against β-actin (ACTB, 1:10,000), βIII Tubulin (TUBB3, 1:5,000), H3K4m3 (1:10,000), Histone H3 (1:10,000), GNMT (1:500), FOXO3 (1:1,000), p-FOXO1/3a (T24/T32, 1:1,000), p-TBK1 (S172, 1:1,000), p-STAT1 (Y701, 1:1,000), p-Akt (S473, 1:2,000), Akt (1:5,000), p-PRAS40 (T246, 1:1,000), ICMT (1:1,000), lamin B1 (8D1, 1:500), lamin B1 (1:5,000), or IFNAR2 (1:1,000) overnight at 4 °C. Membranes were washed three times with TBST for 30 min and then incubated with HRP conjugated anti-mouse or anti-rabbit diluted in 3% skim milk for 1 h. Blots were developed with the SuperSignal™ West Pico Chemiluminescent substrate according to the manufacturer’s protocols. All the sources of materials and antibodies are listed under Supplementary data 2.

### Immunoprecipitation for detecting Cys-sulfenylation

Cells were pretreated with 2 μM of dimedone for 1 h and then, treated with 100 μM of PQ or 200 μM of hydrogen peroxide for 6 h or 2 h, respectively. Cell were lysed using 1% TNT buffer (135 mM NaCl, 20 mM Tris-HCl, 1 mM EDTA, and 1% Triton X-100) for 30 min on ice. After centrifugation to remove the debris, 1 mg of protein was incubated with 10 μL of Anti-DYKDDDDK Magnetic Agarose overnight at 4 °C. Beads were washed three times with 1% TNT buffer and the proteins were eluted with 2× Laemmli buffer. The protein interaction was determined by western blot. All the sources of materials and antibodies are listed in Supplementary data 2.

### Chromatin immunoprecipitation (ChIP)

ChIP analysis was performed following the previous report^67^. In brief, 3 × 10^7^ cells were crosslinked for 5 min with 1% paraformaldehyde and quenched with 125 mM glycine for 5 min at room temperature. After nuclei isolation, the chromatin was sheared in shearing buffer (50 mM Tris-HCl, 10 mM EDTA, and 0.1% SDS) using the Covaris M220 focused-ultrasonicator according to the manufacturer’s instructions. Immunoprecipitation was performed with 10 μg of anti-FOXO3 overnight at 4 °C. Thirty microliters of pre-cleared Dynabeads^®^ Protein G was added and incubated for 3 h at 4 °C. The beads were washed by RIPA buffer (including LiCl) and eluted with elution buffer (50 mM Tris-HCl, 10 mM EDTA, and 1% SDS). After RNase and Proteinase K treatment, eluted DNA was reverse-crosslinked by 65 °C incubation overnight. DNA was extracted using NucleoSpin Gel and PCR clean-up DNA extraction kit and size-selection was carried out to obtain <400 bp size DNA fragments using SPRIselect Reagent. qRT-PCR was performed using specific primers. All the sources of materials are listed under Supplementary data 2.

### Metabolomics analysis

Ten million cells were homogenized in cold 80% methanol using homogenizer. Metabolites were extracted over 3 h at −80 °C. Samples were then centrifuged at 4 °C for 15 min at 14,000 rpm. The supernatants were extracted and normalized based on tissue weight. Targeted LC/MS analyses were performed on a Q Exactive Orbitrap mass spectrometer coupled to a Vanquish UHPLC system. The Q Exactive operated in polarity-switching mode. A Sequant ZIC-HILIC column (2.1 mm i.d. × 150 mm) was used for separation of metabolites. Flow rate was set at 150 μL/min. Buffers consisted of 100% acetonitrile for mobile A, and 0.1% NH_4_OH/20 mM CH_3_COONH_4_ in water for mobile B. Gradient ran from 85% to 30% A in 20 min followed by a wash with 30% A and re-equilibration at 85% A. Metabolites were identified on the basis of exact mass within 5 ppm and standard retention times. Relative metabolite quantitation was performed based on peak area for each metabolite.

### Transient middle cerebral artery occlusion (tMCAO) model

Mice were group housed (up to 5 per cage) in individually ventilated cages with ad libitum access to food and acidified water (pH 2.5 to 2.8) in a temperature (22.2 ± 0.5 °C) and humidity (30–70%) controlled facility with 12:12-h light:dark cycle. The animal care and use program is accredited AAALAC. All animal experiments were approved by the Weill Cornell Institutional Animal Care and Use Committee. Eight- to ten-week-old mice (C57BL/6J) were subjected to the intraluminal suture-induced tMCAO model^68,69^. During the procedure, mice were deeply anesthetized with Isoflurane and their body temperature was maintained at 37 °C by a self-regulating heating pad. The intraluminal suture was used for the middle cerebral artery occlusion for 60 min followed by reperfusion. The success of the surgery was confirmed by measuring the blood flow in the territory of middle cerebral artery with laser speckle contrast analysis (PeriCam PSI HR). For sham surgery, animals were anesthetized and subjected to the same surgical procedures except insertion of the suture in the MCA. Brains were harvested for histological sectioning and protein/RNA extraction 3, 6, and 24 h after tMCAO.

### Statistical analysis

We determined experimental sample sizes on the basis of preliminary data. All results are expressed as mean ± s.e.m. GraphPad Prism software (version 7.0e) was used for all statistical analysis. Normal distribution of the sample sets was determined before applying unpaired Student’s two-tailed *t* test for two group comparisons. One-way ANOVA was used to assess the differences between multiple groups. The mean values of each group were compared by the Bonferroni’s post-hoc procedure. Differences were considered significant when *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The data that support the findings of this study are available within the article and its Supplementary Information files. All the uncropped western blots and raw data are provided as a Source data file. RNA-seq data can be found on Gene Expression Omnibus (GEO) database with accession number GSE146243. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cellular stress signaling activates type-I IFN response through FOXO3-regulated lamin posttranslational modification
**Source:** Nat Commun. 2021 Jan 28;12:640. doi: 10.1038/s41467-020-20839-0
**Supplement:** Supplementary file 1 — Supplementary Information

# **Cellular Stress Signaling Activates Type-I IFN Response Through FOXO3-regulated Lamin Posttranslational Modification**

Inah Hwang, Hiroki Uchida, Ziwei Dai, Fei Li, Teresa Sanchez, Jason W Locasale, Lewis L Cantley, Hongwu Zheng, and Jihye Paik

**Supplementary figure 1-9**

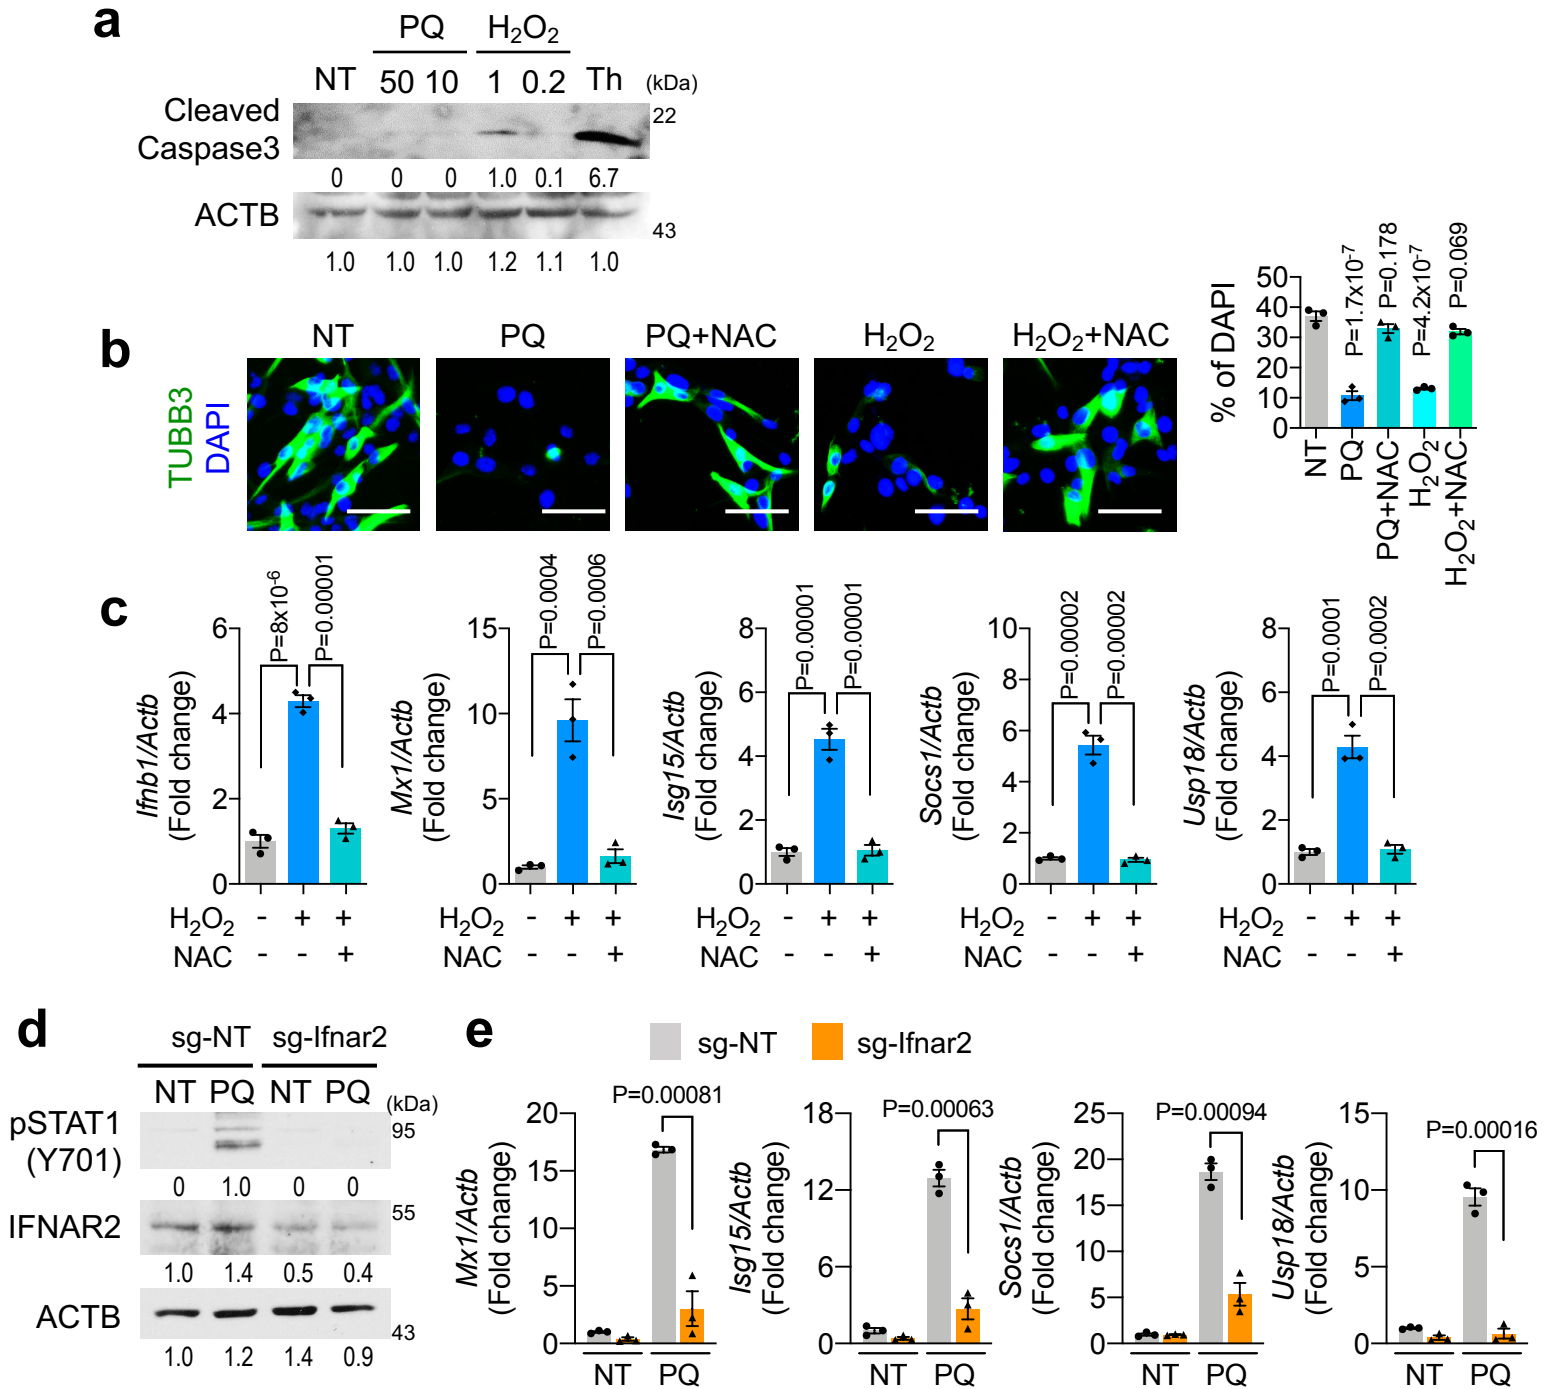

**Supplementary figure 1. Redox stress suppresses neuronal differentiation through IFN-I signaling.** **a.** Representative WB results for indicated proteins following 2 days of PQ (50, 10  $\mu$ M), H<sub>2</sub>O<sub>2</sub> (1, 0.2 mM), or Thapsigargin (Th, 1 $\mu$ M) treatment. **b.** Representative IF images of TUBB3 on 3 day of differentiation following 48h of indicated treatments. Scale bar= 50  $\mu$ m. % of TUBB3-positive cells is plotted on right. Mean  $\pm$  s.e.m. of three independent experiments. Each p value was determined by one-way ANOVA when compared to NT group. **c.** qRT-PCR results following 4 days of indicated treatments. Mean  $\pm$  s.e.m. of three independent experiments. **d.** Representative WB results for indicated proteins following 2 days of PQ (10  $\mu$ M) treatment in NSPCs expressing guide RNA non-targeted (sg-NT) or targeting *Ifnar2* (sg-*Ifnar2*). **e.** qRT-PCR results following 4 days of PQ treatment. Mean  $\pm$  s.e.m. of three independent experiments. Statistical significance was determined by one-way ANOVA for **b**, **c**, and **e**. Experiments for **a**, **b**, and **d** were repeated three times independently with similar results and representative images/blots are shown.

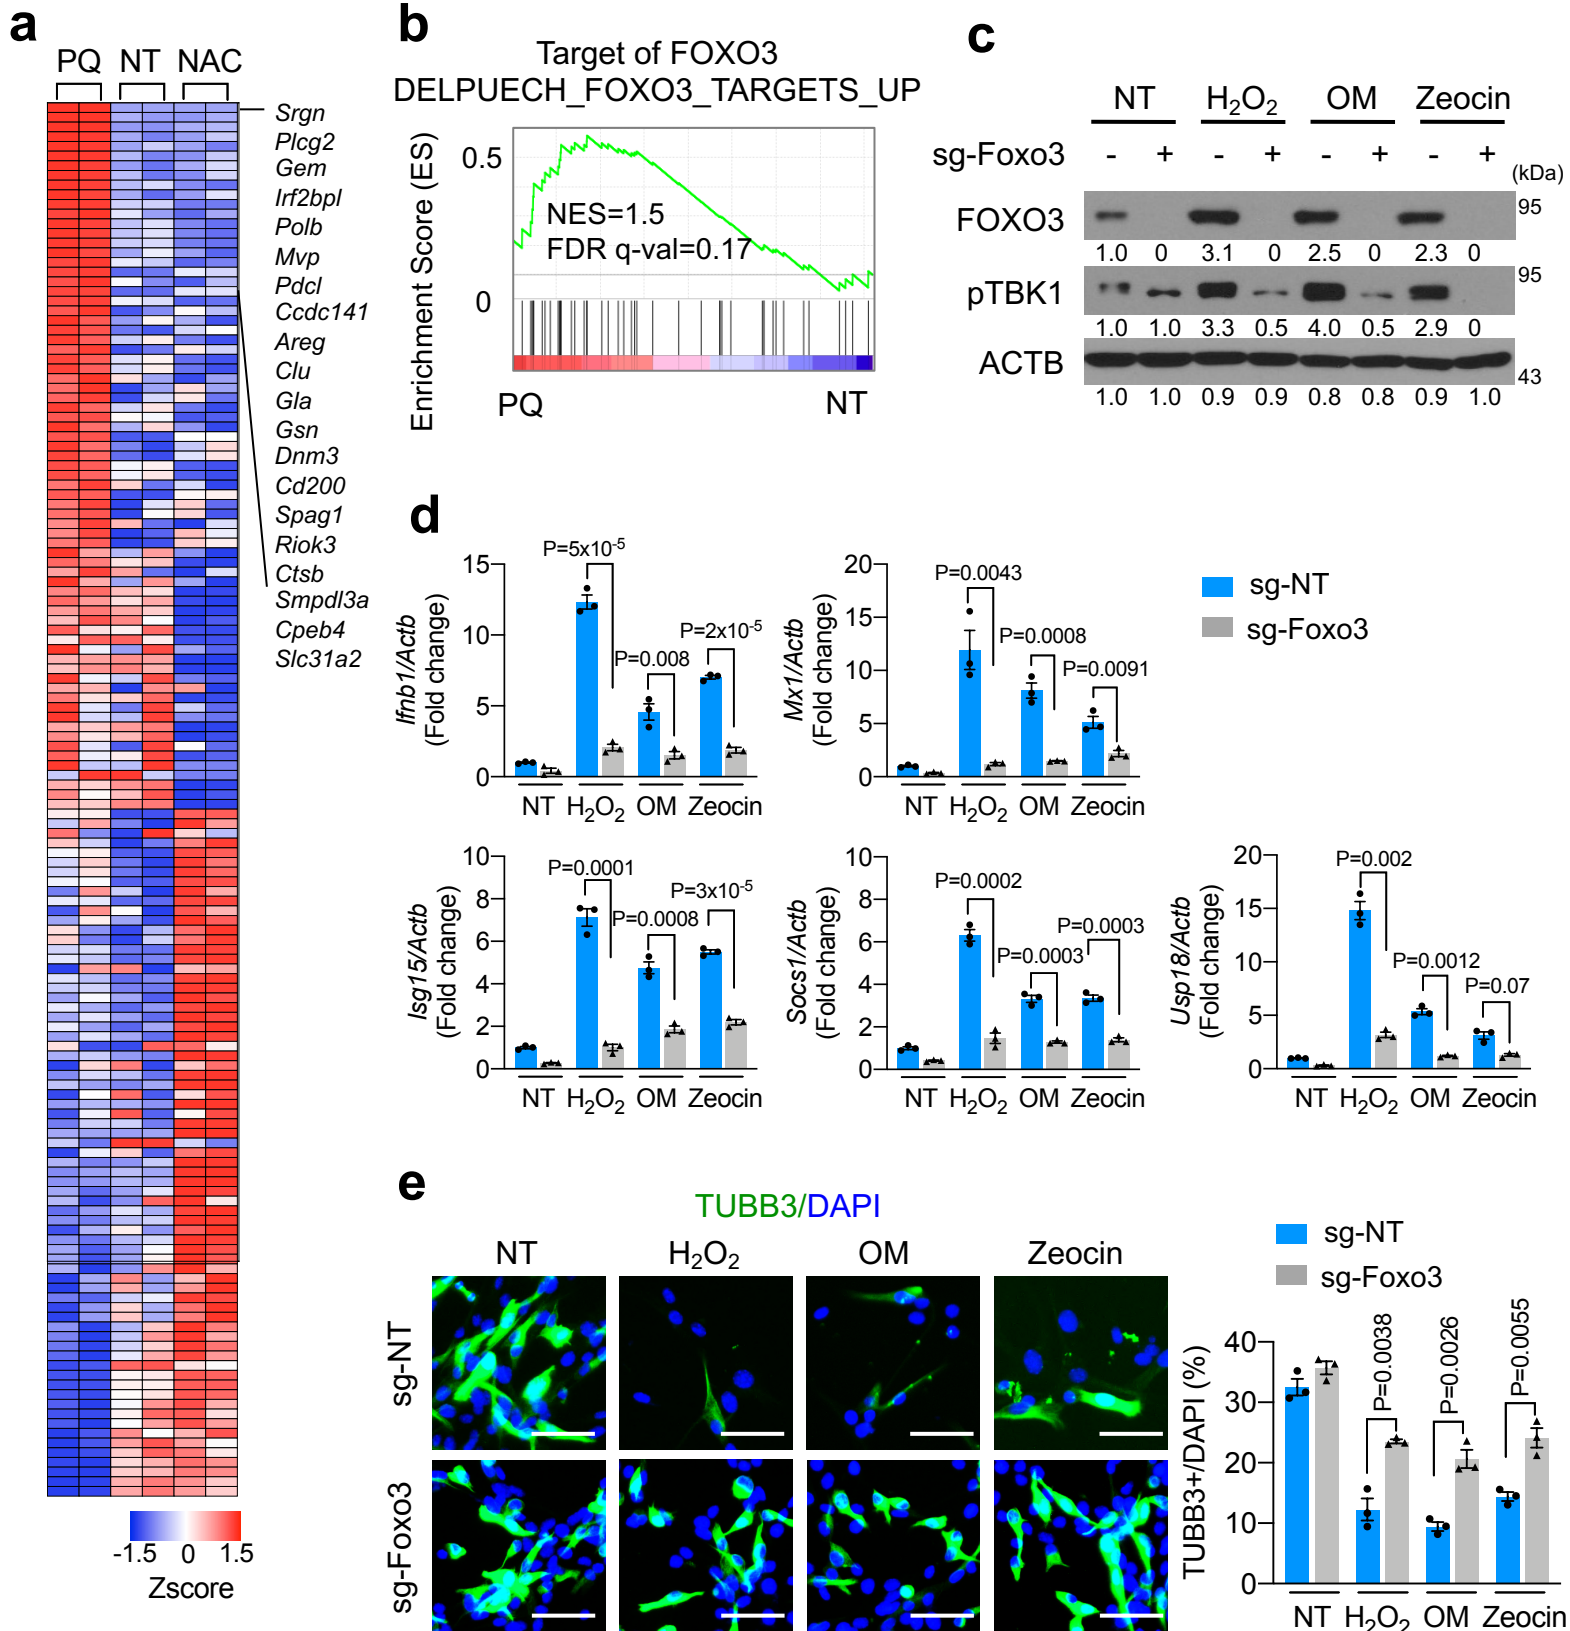

**Supplementary figure 2. Cellular stress-activated FOXO3 is necessary for IFN-I signaling and suppresses neuronal differentiation.**

**a.** Heat map visualization of FOXO3 activation related gene expressions from NSPCs treated with PQ or NAC as in Fig. 1d-e. 

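In the z-scores that the Source Data gives for this heatmap, PQ had the highest value of its set in both sets for 50 of the 144 genes, and NAC had the highest value in both sets for 50 others. PQ lay above the control of its set in both sets for 65 genes. The IFN-I heatmap and this one share 3 genes.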

Top of 20 genes are presented on the right. The complete list of genes is included as source data. **b.** One-sided GSEA analysis of PQ-upregulated genes showed significant enrichment of 'DELPUECH\_FOXO3\_TARGETS\_UP' gene set. **c.** Representative WB results for indicated proteins in NSPCs expressing sg-Foxo3 or sg-NT following 48h treatment of H<sub>2</sub>O<sub>2</sub> (200 µM), oligomycin A (OM, 2.5 µM), or zeocin (100 µg/ml). **d.** qRT-PCR results of ISGs following 4 days of H<sub>2</sub>O<sub>2</sub> (200 µM), oligomycin (OM, 2.5 µM), or zeocin (100 µg/ml) treatment. Mean ± s.e.m. of three independent experiments. **e.** Representative IF images of TUBB3 on 3 day of differentiation following 48h indicated treatments. Scale bar = 50 µm. Right, % of TUBB3-positive cells is plotted. Mean ± s.e.m. of three independent experiments. Statistical significance was determined by one-way ANOVA for **d** and **e**. Experiments for **c** and **e** were repeated three times independently with similar results and representative images/blots are shown.

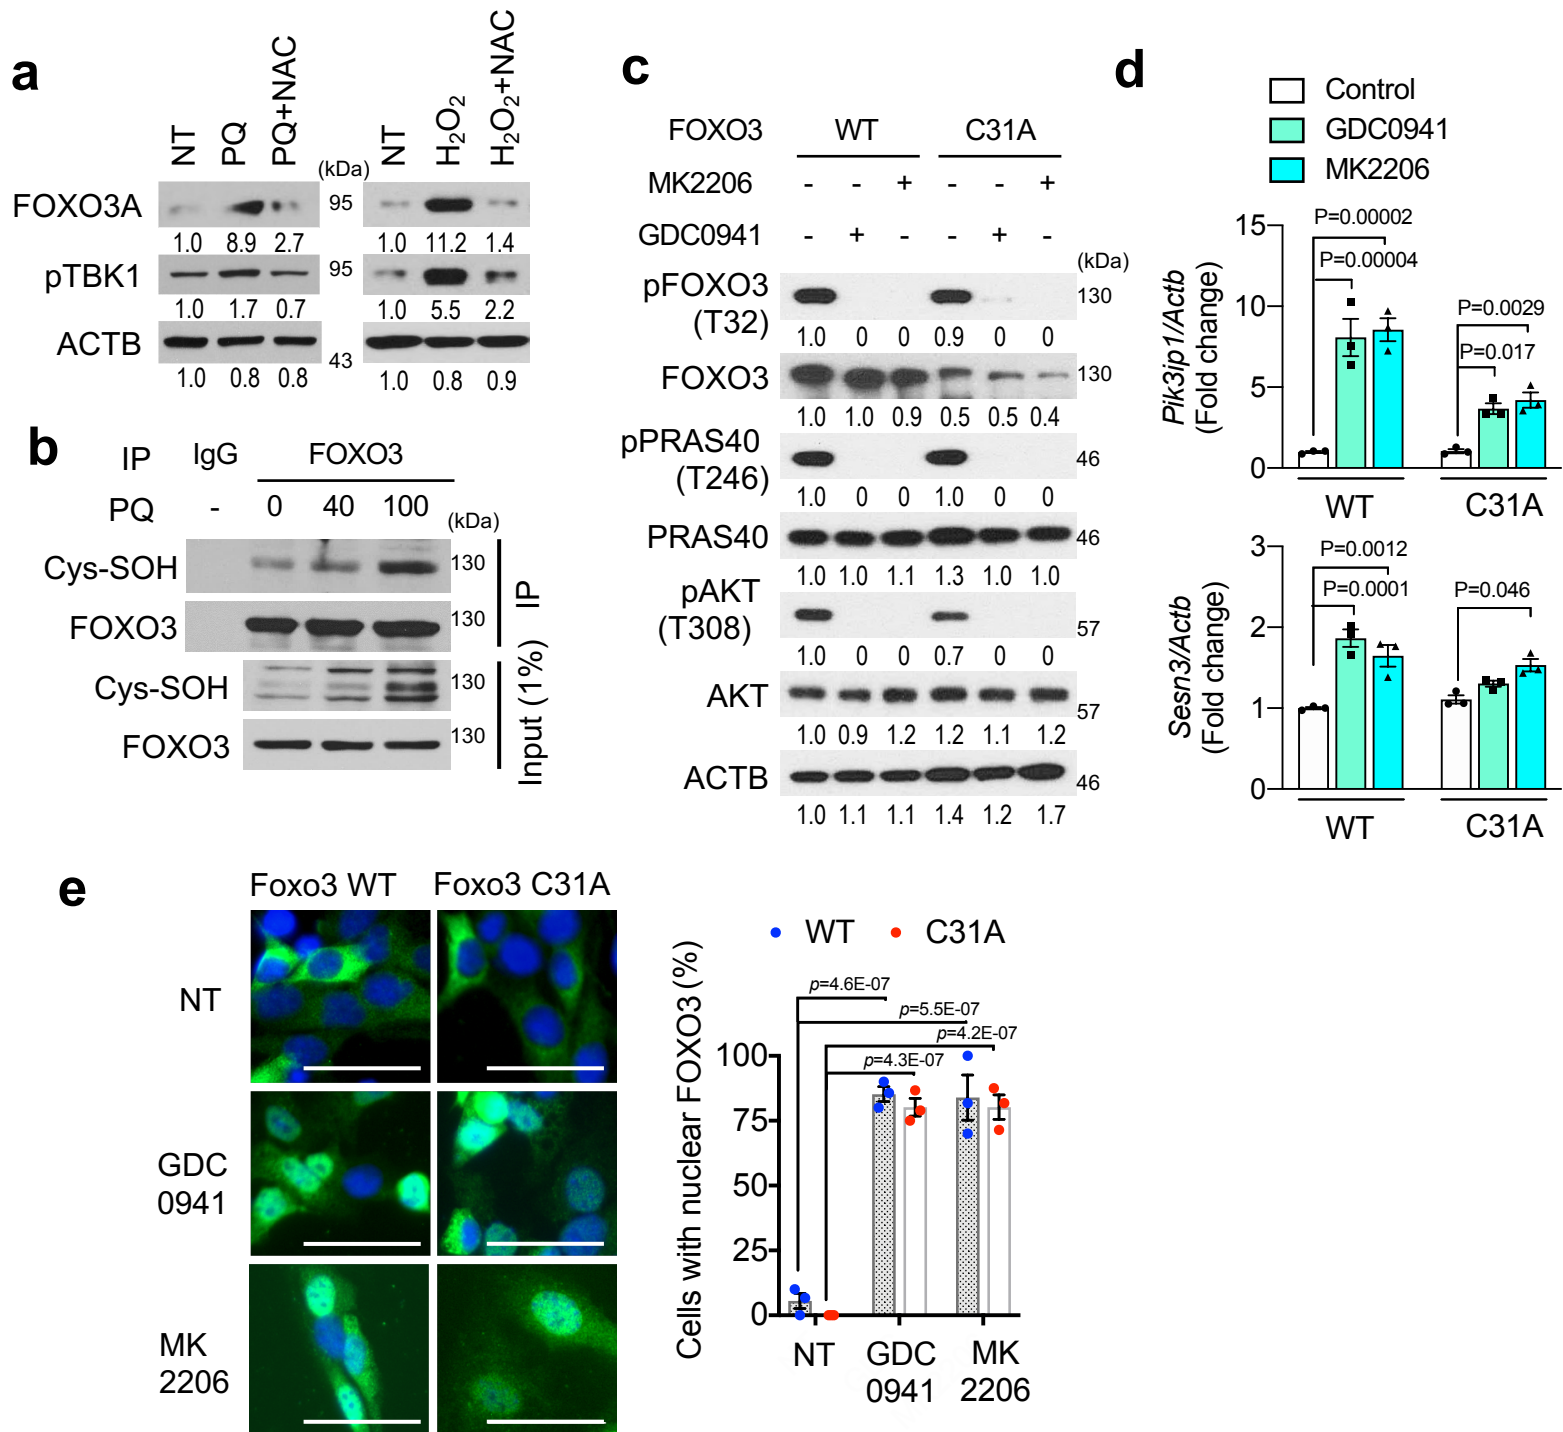

**Supplementary figure 3. FOXO3 C31A retains its nuclear localization under PI3K/AKT inhibition. a.** Representative WB results of indicated proteins following 24h treatments of PQ (5  $\mu$ M), H<sub>2</sub>O<sub>2</sub> (200  $\mu$ M) or NAC (5 mM). **b.** WB results of Cysteine sulfenylation following immunoprecipitation of FOXO3. **c.** WB results of Foxo3 WT or Foxo3 C31A mutant expressing NSPCs. MK2206 (2  $\mu$ M) or GDC0941 (500 nM) were treated for 0.5 hr. **d.** qRT-PCR results for transcriptional targets of FOXO3. Mean  $\pm$  s.e.m. of three independent experiments. **e.** Microscopic analysis of FOXO3-EGFP following the same treatment as (c). Scale bar= 10  $\mu$ m. % of cells with nuclear FOXO3 is plotted on the right. Mean  $\pm$  s.e.m. of three independent experiments. Statistical significance was determined by one-way ANOVA for **d** and **e**. Mean  $\pm$  s.e.m. of three independent experiments. Experiments for **a**, **b**, **c**, and **e** were repeated three times independently with similar results and representative images/blots are shown.

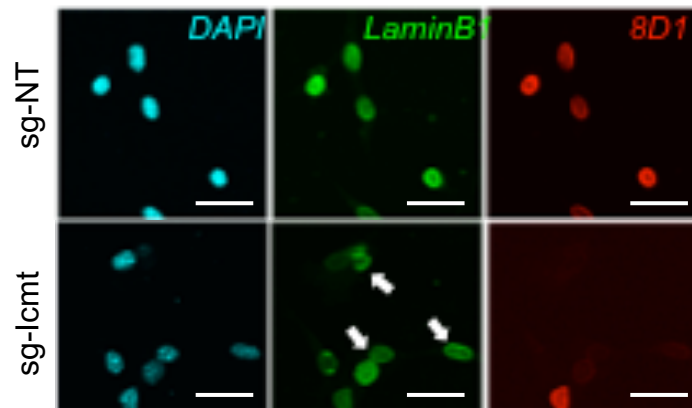

**Supplementary figure 4. Depletion of ICMT inhibits prelamin B1 processing.** IF for ICMT depleted NSPC (sg-lcmt) cultures in comparison to control NSPC (sg-NT). Arrows point to nuclei with lamin B1 expression but lacking 8D1 immunoreactivity. Scale bar= 20  $\mu$ m. Experiment was repeated three times with similar results and representative images are shown.

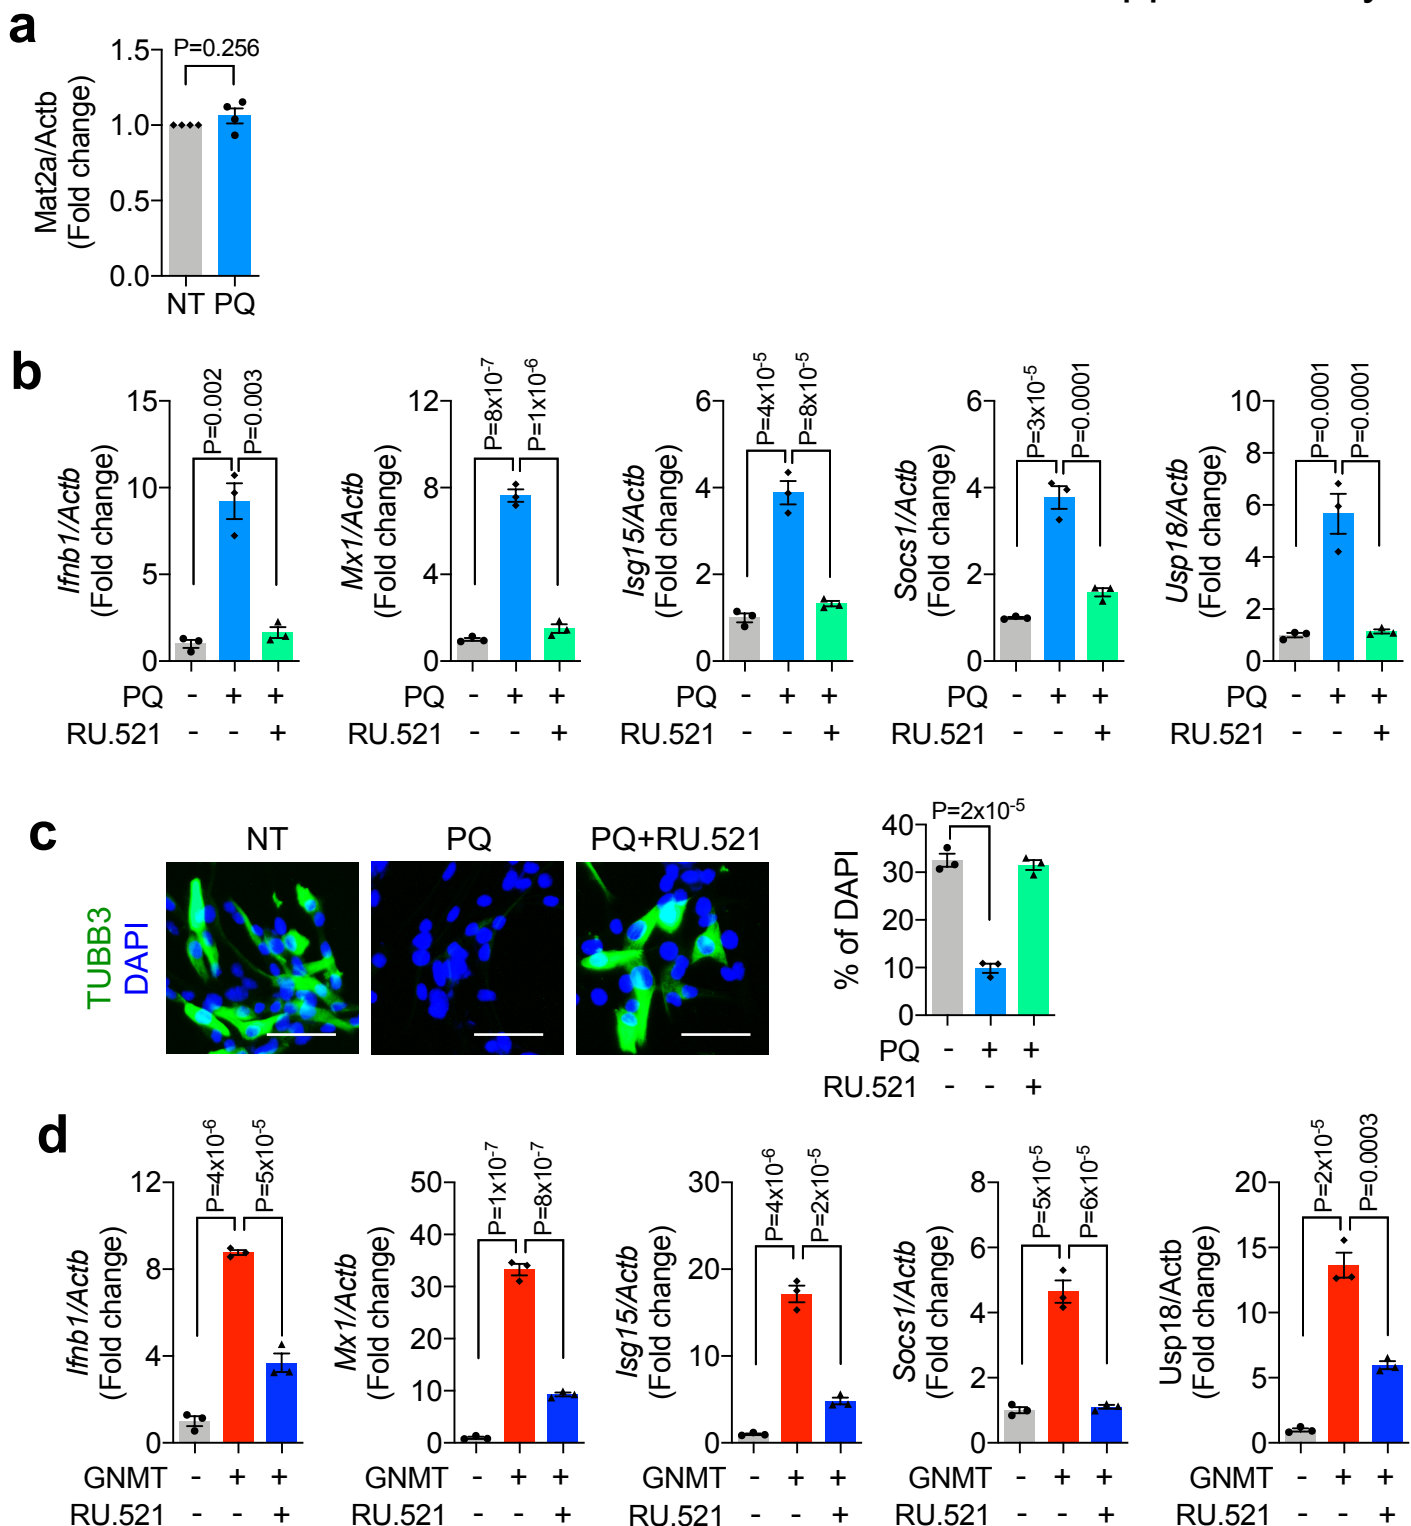

**Supplementary figure 5. cGAS inhibition attenuates IFN-I response and offsets ROS inhibition of neuronal differentiation.** **a.** qRT-PCR result of Mat2a in NSPCs following 2 days of PQ (10  $\mu$ M) treatment. Mean  $\pm$  s.e.m. of 4 independent experiments. **b.** qRT-PCR results of ISGs following 4 days of PQ (10  $\mu$ M) with or without RU.521 (2  $\mu$ M) treatment. Mean  $\pm$  s.e.m. of three independent experiments. **c.** Representative IF images of TUBB3 on 3 day of differentiation. Scale bar= 50  $\mu$ m. % of TUBB3-positive cells is plotted on the right. Mean  $\pm$  s.e.m. of three independent experiments. **d.** qRT-PCR results of ISGs on day 4 of GNMT induction with or without RU.521 treatment. Mean  $\pm$  s.e.m. of three independent experiments. Statistical significance was determined by two-sided unpaired t-test for **a** and by one-way ANOVA for **b-d**. Experiment for **c** was repeated three times independently with similar results and representative images are shown.

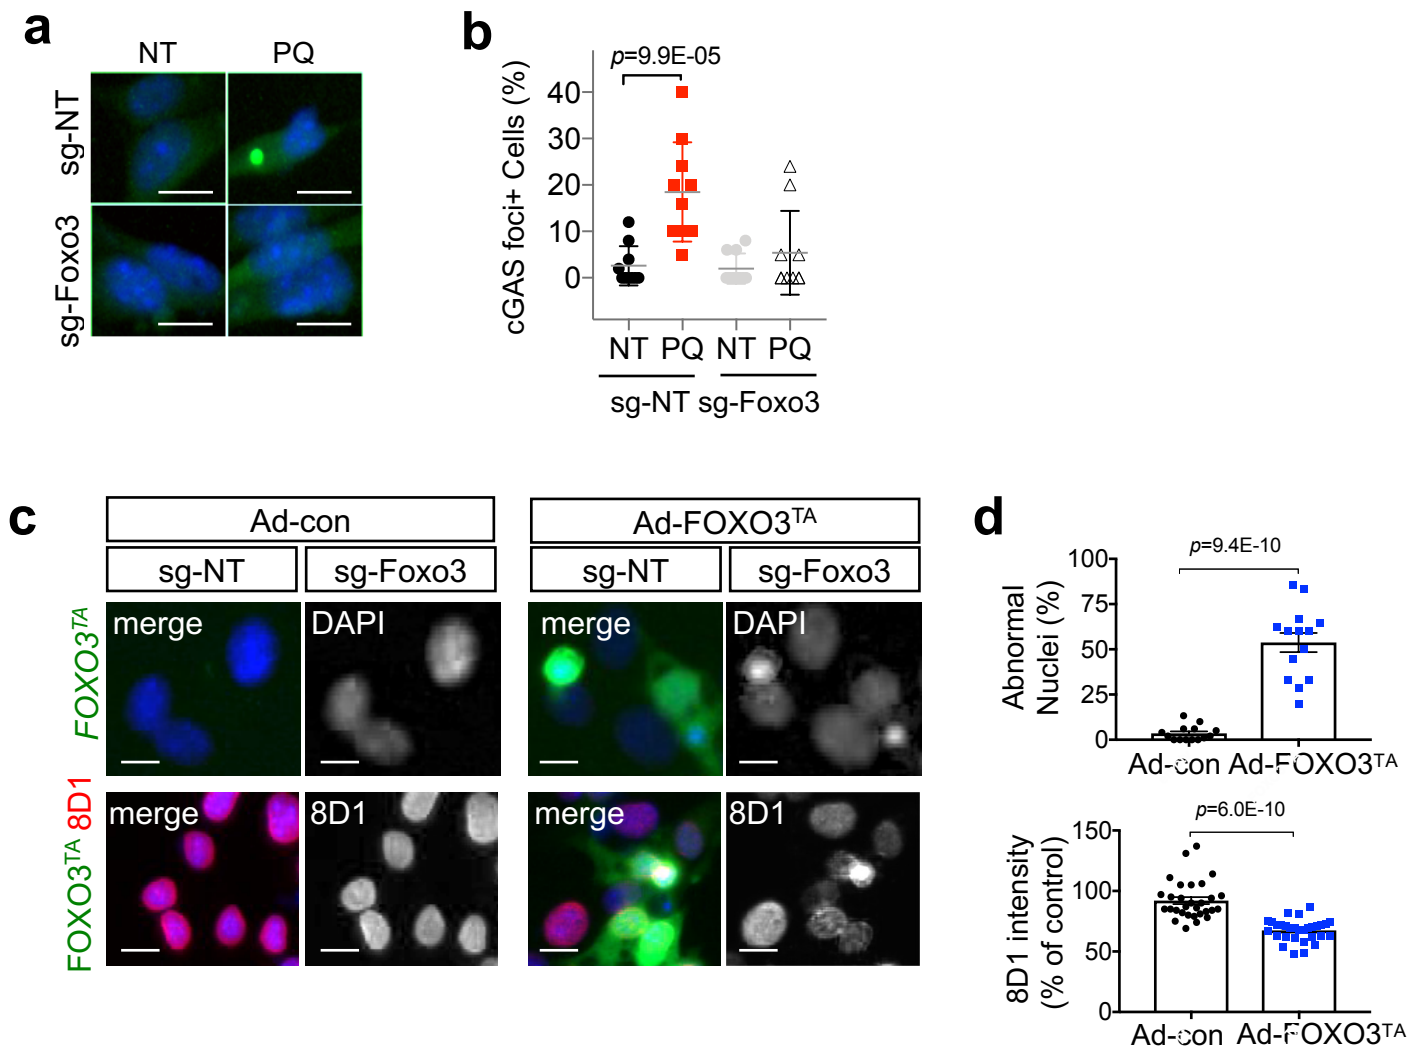

**Supplementary figure 6. Stress induced-FOXO3 activates IFN-I response and interferes with lamin processing.** **a.** Microscopic analysis for cGAS-GFP reporter following 1 day of PQ treatment. sg-NT: non-targeted guide RNA, sg-Foxo3: Foxo3 targeted guide RNA. Scale bar= 4  $\mu$ m. **b.** Quantitation of the percent of cells with cGAS-GFP foci in **a** images. Mean  $\pm$  s.e.m. of ten images. **c.** IF for lamin processing (8D1) on either adenovirus for control or FOXO3<sup>TA</sup> infected NSPC. Scale bar= 4  $\mu$ m. **d.** Quantitation of the percent of cells with abnormal nuclei and mature lamin B1 (8D1) positive nuclei. Mean  $\pm$  s.e.m. of thirteen (upper) and fourteen (lower) images. Statistical significance was determined one-way ANOVA for **b** and by two-sided unpaired t-test for **d**. Experiment for **a** and **c** were repeated three times independently with similar results and representative images are shown.

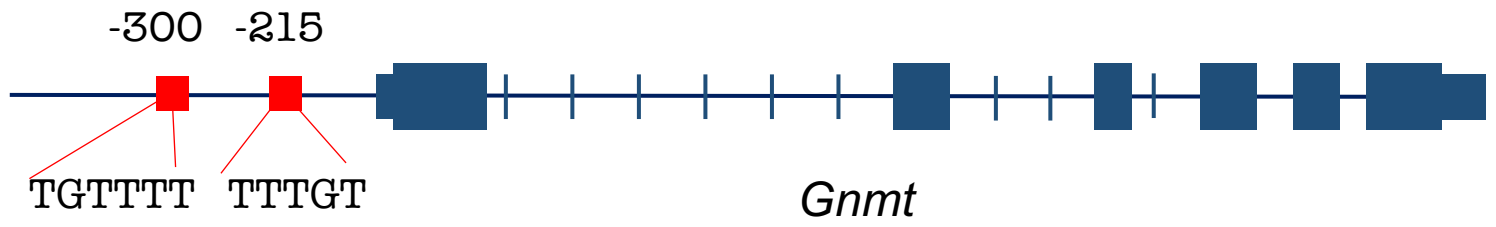

**Supplementary figure 7. FOXO3 binding sites on *Gnmt* locus.** The diagram represents two putative FOXO DBE on mouse *Gnmt* locus.

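On mm9, mouse Gnmt lies on the minus strand of chromosome 17 from 46862613 to 46866117 and its annotated coding transcript has 6 exons. The annotated TSS is at 46866117, and the first exon ends at 46865895 after a 5′ UTR from 46866101 to 46866117. Counted from this TSS on the gene strand, the drawn motif TGTTTT was found from -288 to -283 (46866400 to 46866405) and TTTGT from -216 to -212 (46866329 to 46866333). Both lie upstream of the first exon of Gnmt and within the annotated span of Gm16736, a lincRNA gene on the plus strand from 46608450 to 46962170, of which no exon overlaps the sequence. The sequence from -320 to -200, at 46866317 to 46866437, reads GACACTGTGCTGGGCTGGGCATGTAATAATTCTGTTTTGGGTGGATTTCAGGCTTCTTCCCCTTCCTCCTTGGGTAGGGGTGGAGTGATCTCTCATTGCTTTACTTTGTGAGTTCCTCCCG on the gene strand. Within 3 kb of the TSS on either side and on both strands, TGTTTT occurred 8 times and TTTGT 27 times.

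**Figure D3:**
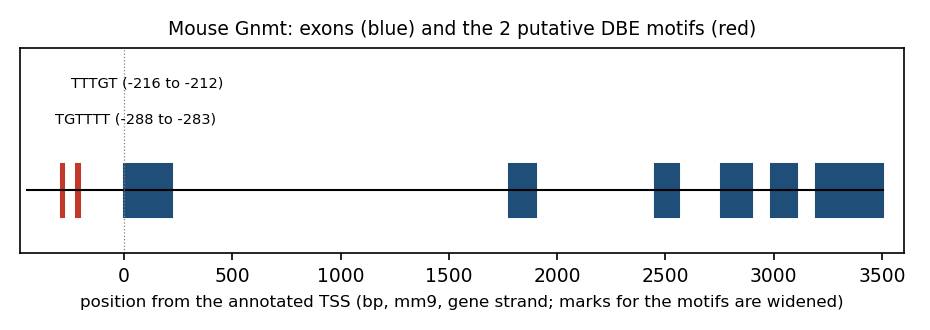
The horizontal axis gives the position from the annotated TSS in bp on the gene strand of mm9, with exons in blue and the motifs as widened red marks. The motifs start at -288 and -216, upstream of the first exon.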

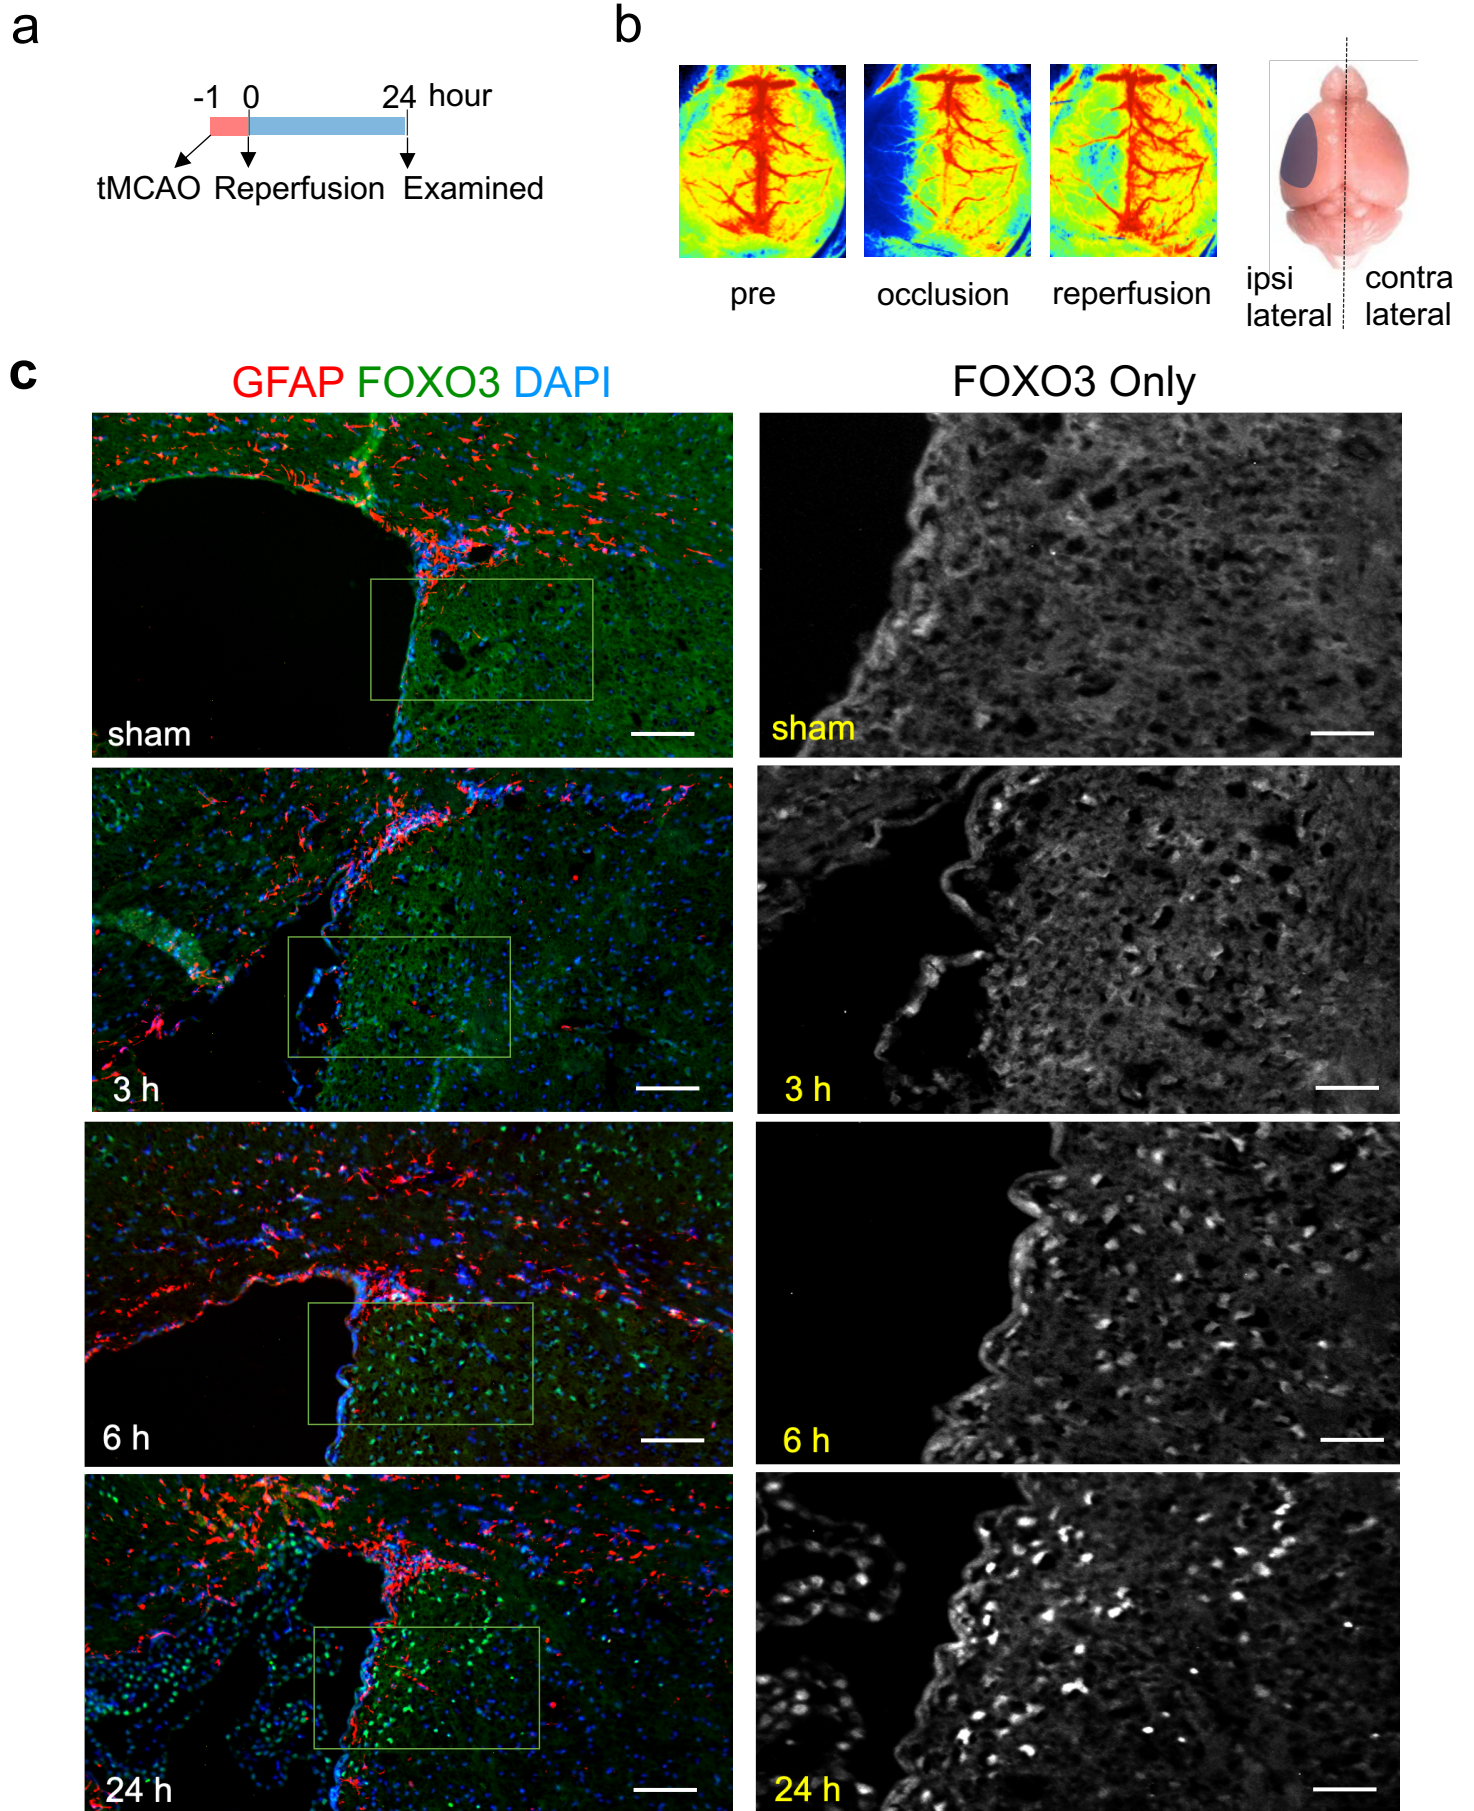

**d**

FOXO3 NESTIN DAPI

8D1 NESTIN DAPI

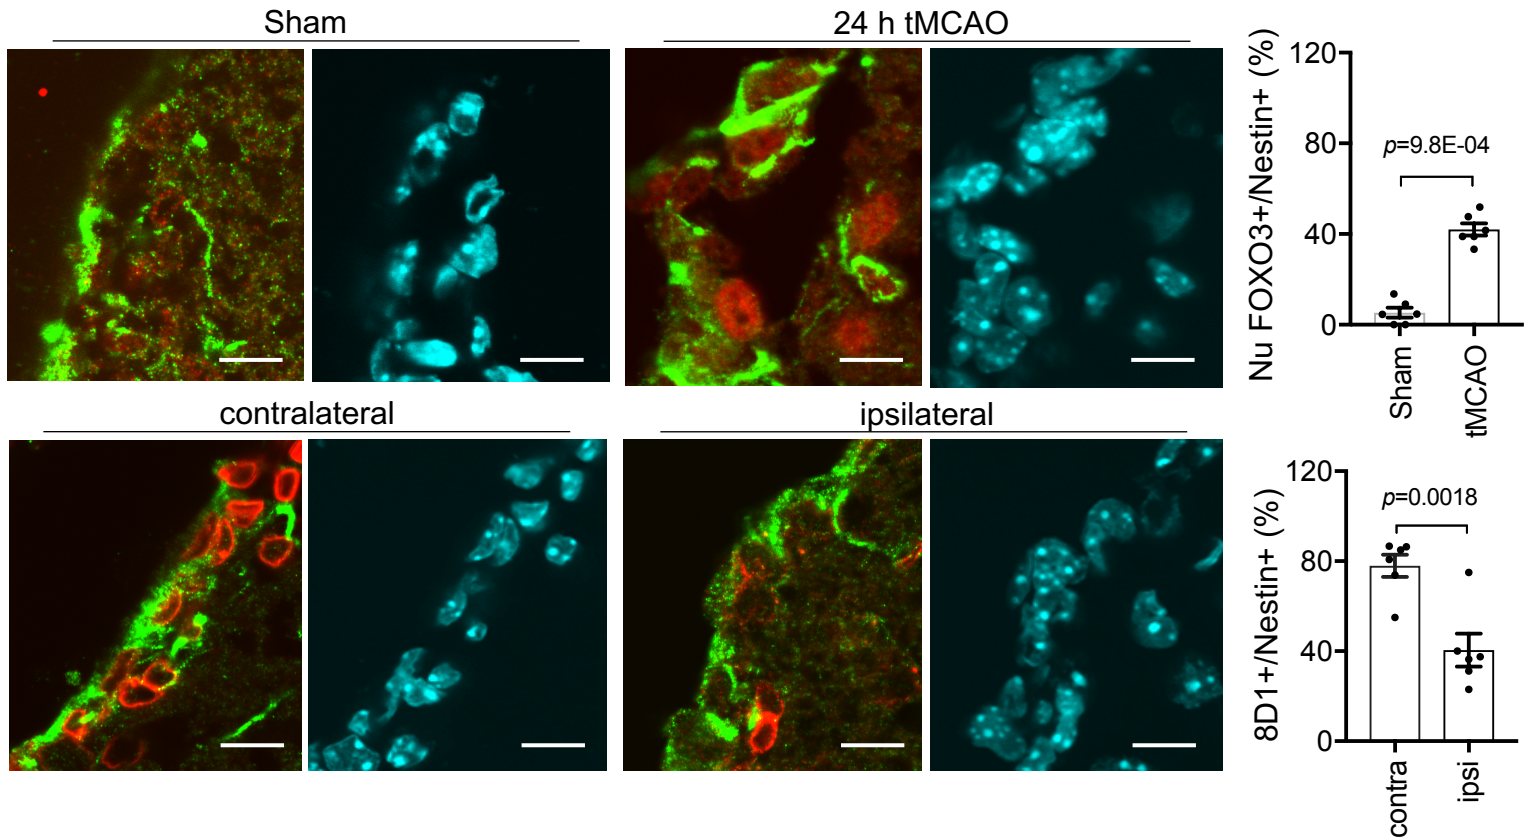**e**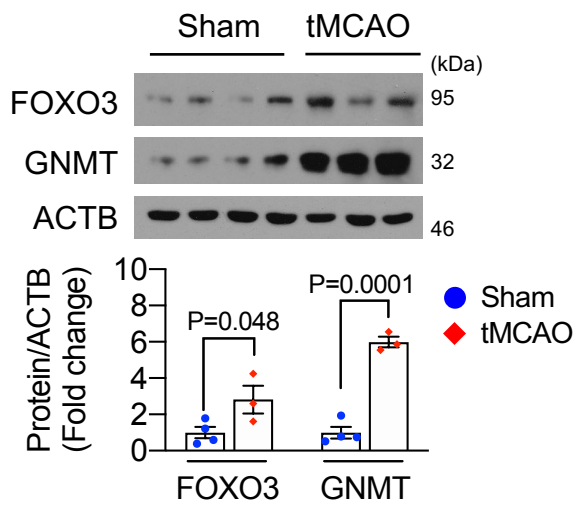**f**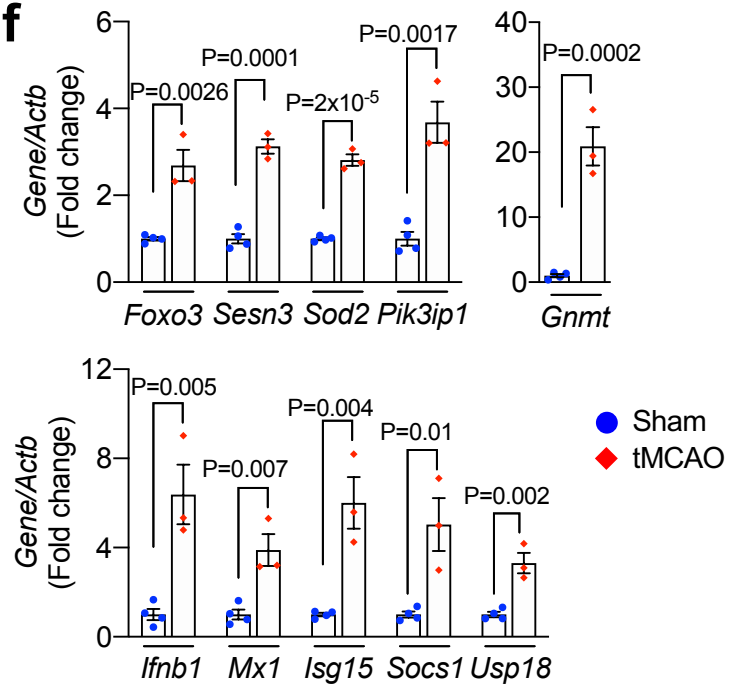

**Supplementary figure 8. tMCAO model.** **a.** Schema for the timeline of analysis. **b.** Doppler analysis for brains before, during, and after MCAO. **c.** Representative co-IF results for FOXO3 and GFAP on time course analysis of tMCAO brain sections on the ipsilateral side SVZ. Scale bar= 100  $\mu$ m. FOXO3 staining within each boxed region is shown on the right. **d.** Representative co-IF results for FOXO3 or mature lamin B1 (8D1) marked with Nestin in SVZ. Scale bar= 10  $\mu$ m. Right, quantitation of multiple sections was plotted. Mean  $\pm$  s.e.m. of six multiple sections from three experimental animals. **e.** Upper, WB results of indicated proteins in the brain. Lower, quantitation of band intensity was plotted. Mean  $\pm$  s.e.m. of four (Sham) or three (tMCAO) experimental animals. **f.** qRT-PCR results of FOXO3 transcriptional targets (upper) and ISGs (lower) in the brain. Mean  $\pm$  s.e.m. of four (Sham) or three (tMCAO) experimental animals. About 1 mm<sup>2</sup> around SVZ was dissected out for the analysis of protein and mRNA expressions. Statistical significance was determined by two-sided unpaired t-test for **d-f**. Experiment for **c-e** were repeated three times independently with similar results and representative images/blots are shown.

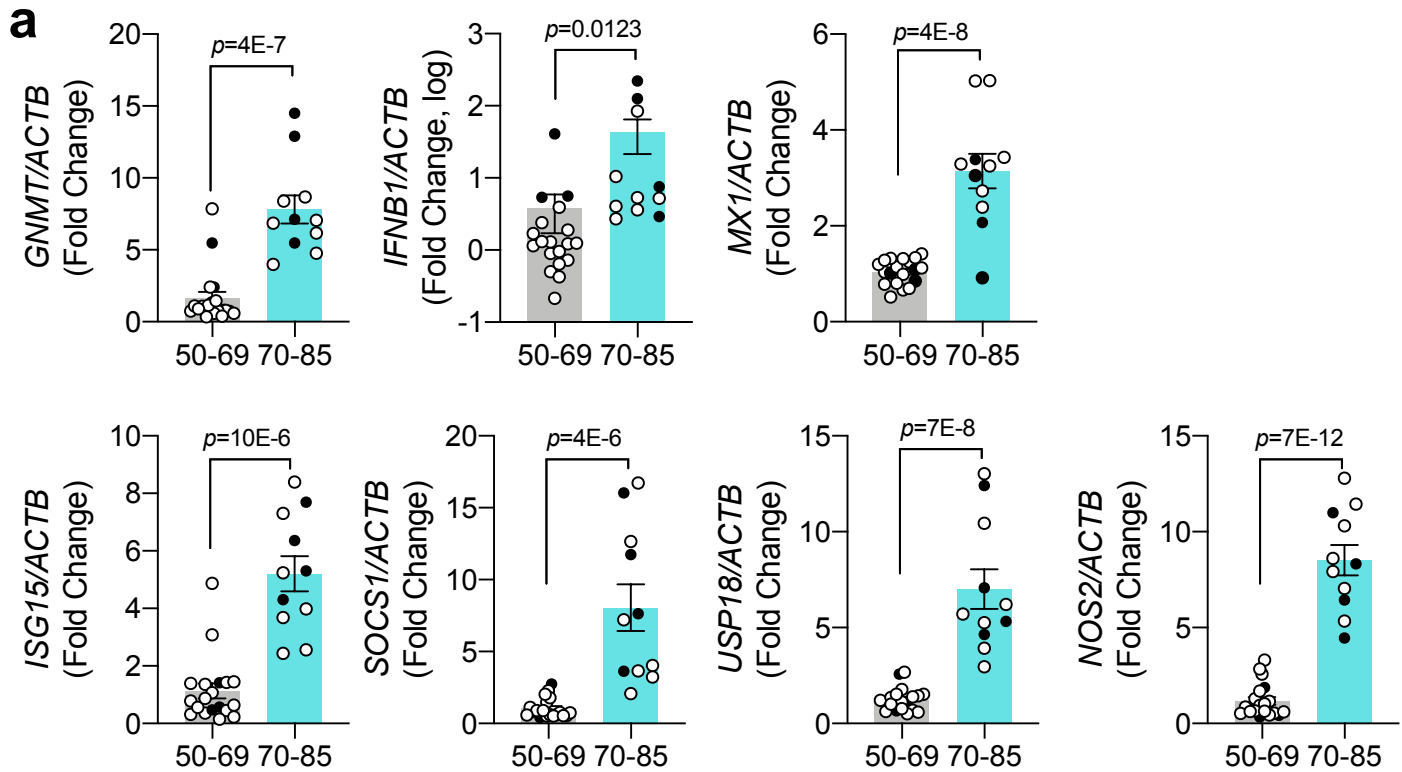

**b**

| AGE | SEX    | PMI   | AGE | SEX    | PMI   | AGE | SEX    | PMI   |
|-----|--------|-------|-----|--------|-------|-----|--------|-------|
| 52  | Male   | 19.55 | 60  | Male   | 27.82 | 70  | Female | 17.18 |
| 52  | Male   | 17.07 | 61  | Male   | 26.9  | 71  | Male   | 23.5  |
| 53  | Male   | 23.57 | 63  | Female | 23.58 | 72  | Male   | 18.85 |
| 53  | Male   | 24.17 | 63  | Male   | 20.58 | 76  | Male   | 18.25 |
| 53  | Male   | 19.22 | 66  | Male   | 20.85 | 76  | Female | 8.08  |
| 53  | Male   | 15.98 | 66  | Female | 23.2  | 77  | Male   | 14.55 |
| 54  | Male   | 19.9  | 68  | Male   | 24.75 | 79  | Male   | 22.93 |
| 55  | Male   | 16.43 | 69  | Male   | 31.25 | 80  | Male   | 18.3  |
| 55  | Male   | 17.8  |     |        |       | 83  | Female | 18.5  |
| 58  | Male   | 20.47 |     |        |       | 84  | Male   | 28.77 |
| 60  | Female | 28.15 |     |        |       | 84  | Female | 22.65 |

**Supplementary Figure 9. Activated IFN-I response in human aged brains. a.** qRT-PCR measurement of ISGs and GNMT in cerebellum samples from aging human cohort. Open and closed dots correspond to male and female, respectively. Mean  $\pm$  s.e.m of nineteen (50-69) or eleven (70-85) human brain samples. Statistical significance was determined by two-sided unpaired t-test. **b.** Summary of human subjects' information. PMI: Postmortem interval. Our analysis is the extension of already procured and deidentified brain samples from human age groups from the branch of NIH NeuroBioBank (Harvard Brain Tissue Resource Center is supported by PHS contract, HHSN-271-2013-00030C). This study is, therefore, not subject to the separate approval of the study protocol.

# Supplementary material for: Cellular stress signaling activates type-I IFN response through FOXO3-regulated lamin posttranslational modification
**Source:** Nat Commun. 2021 Jan 28;12:640. doi: 10.1038/s41467-020-20839-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | qRT-PCR data were collected by ABI7500 fast software. Microscopic fluorescent image data were collected by EVOS FL Auto Software Revision 1.7 Software and FLUOVIEW software. RNA sequencing data were collected by HiSeq Control Software version 3.3.76.                                                                          |
| Data analysis   | Image data and western blot data were analyzed by ImageJ 1.52k. RNA-seq data were aligned to the mm9 reference genome using TopHat, and Cufflinks was used to measure transcript abundances. GSEA software was used for the gene expression analysis. GraphPad Prism software (version 7.0e) was used for all statistical analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data that support the findings of this study are available within the article and its Supplementary Information files or from the corresponding author (J.P.) upon reasonable request. RNA-seq data can be found on Gene Expression Omnibus (GEO) database with accession number GSE146243. All the raw western blots and raw data are provided as a Source data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vitro studies, cultured cells generally have little variability and the coefficient of variation (CV) is often <0.1. Under this assumption, there will be 95% power to detect a 1.5-fold-change with a 2-sided alpha of 0.05 using a t-test and 3 biological replicates. With this a minimum sample size of 3 was used for all the in vitro experiments. A sample size of 3-4 for the in vivo MCAO experiments was chosen based on the previous study (doi.org/10.1038/ncomms8893). 30 human postmortem tissue samples were analyzed based on sample availability. The data generated from RNA-seq follow a negative binomial distribution. Assuming such a distribution and a CV of 0.1 for cultured cells, 3 biological replicates with 30x sequencing coverage will have at least 80% power to detect a 1.75-fold-change. |
| Data exclusions | No data were excluded from the analyses of samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Replication     | Western blot, qRT-PCR, immunofluorescence, and metabolite mass analysis were replicated three times. RNA-sequencing was replicated twice. All experiments were successfully replicated and representative data were shown.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Mice from the same strain were randomly allocated to different groups (sham or tMCAO).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | In data collection and analysis (e.g., qRT-PCR, RNA-seq, western blot, Immunofluorescence), the performer(s) was blinded with experimental design. For in vivo experiment, formal blinding was not performed as we have a single surgeon to perform the tMCAO. However, following sample procurement and processing/analysis was performed by a different researcher who is blinded to the treatment assignment.                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Rabbit anti-ICMT AntibodyPlus Cat# A10293 WB (1:2,000)  
 Rabbit anti-H3K4me3 Abcam Cat# ab8580 WB (1:10,000), IF (1:10,000)  
 Rabbit anti-Lamin B1 Abcam Cat# 133741 WB (1:5,000), IF (1:10,000)  
 Mouse anti-βIII-Tubulin Abcam Cat# ab78078 WB (1:5,000), IF (1:300)  
 Chicken anti-Nestin Abcam Cat# ab134017 IF (1:100)  
 Rabbit anti-DCX Cell signaling technology Cat# 4604 IF (1:100)  
 Mouse anti-Histone H3 Cell signaling technology Cat# 14269 WB (1:10,000)  
 Rabbit anti-Akt Cell signaling technology Cat# 4691 WB (1:5,000)  
 Rabbit anti-pAkt (S473) Cell signaling technology Cat# 9271 WB (1:1,000)  
 Rabbit anti-FOXO3 Cell signaling technology Cat# 12829 WB (1:1,000), IF (1:100)  
 Rabbit anti-pFOXO3 Cell signaling technology Cat# 9466 WB (1:1,000)  
 Rabbit anti-pSTAT1 (Y701) Cell signaling technology Cat# 9167 WB (1:1,000)  
 Rabbit anti-pTBK1 Cell signaling technology Cat# 5483 WB (1:1,000)  
 Rabbit anti-pPRAS40 (T246) Cell signaling technology Cat# 2997 WB (1:2,000)  
 Rabbit anti-PRAS40 Cell signaling technology Cat# 2691 WB (1:2,000)  
 Rabbit anti-PDGFRα Cell signaling technology Cat# 3174 IF (1:100)

Mouse anti- $\beta$ -actin Millipore Sigma Cat# A3853 WB (1:10,000)  
 Mouse anti-FLAG Millipore Sigma Cat# F3165 WB (1:1,000)  
 Mouse anti-Nestin Millipore Sigma Cat# MAB353 IF (1:300)  
 Rabbit anti-Cys Sulfenic acid Millipore Sigma Cat# ABS30 WB (1:1,000)  
 Rat anti-IFNAR2 Novus Biologicals Cat# MAB1083 WB (1:1,000)  
 Mouse anti-GFAP OriGene Technologies Cat# TA336707 IF (1:100)  
 Rabbit anti-GFAP Aglient DAKO Cat# Z0334 IF (1:500)  
 anti-GNMT SantaCruz Cat# sc68871 WB (1:500)  
 anti-Lamin B1 (8D1) SantaCruz Cat# sc56144 WB (1:1,000), IF (1:100)  
 Rabbit anti-FOXO3 Homemade ChIP (10  $\mu$ g/mL)  
 Alexa 488 anti-mouse ThermoFisher Scientific Cat# A21202 IF (1:1,000)  
 Alexa 488 anti-rabbit ThermoFisher Scientific Cat# A21206 IF (1:1,000)  
 Alexa 488 anti-chicken ThermoFisher Scientific Cat# A11039 IF (1:1,000)  
 Alexa 594 anti-mouse ThermoFisher Scientific Cat# A21203 IF (1:1,000)  
 Alexa 594 anti-rabbit ThermoFisher Scientific Cat# A21207 IF (1:1,000)  
 Goat anti-mouse IgG HRP ThermoFisher Scientific Cat# 31430 WB (1:5,000)  
 Goat anti-rabbit IgG HRP ThermoFisher Scientific Cat# 31460 WB (1:5,000)  
 Goat anti-rat IgG HRP ThermoFisher Scientific Cat# 31470 WB (1:5,000)  
 Pierce™ Anti-DYKDDDDK Magnetic Agarose ThermoFisher Scientific Cat# A36797 IP (10  $\mu$ l/500 mg proteins)

## Validation

anti-ICMT (<https://antibodyplus.com/primary-antibody/rabbit-polyclonal-icmt-antibody-a10293/>),  
 Rabbit anti-H3K4me3 (<https://www.abcam.com/histone-h3-tri-methyl-k4-antibody-chip-grade-ab8580.html>)  
 Rabbit anti-Lamin B1 (<https://www.abcam.com/lamin-b1-antibody-epr8985b-ab133741.html>)  
 Mouse anti- $\beta$ III-Tubulin (<https://www.abcam.com/beta-iii-tubulin-antibody-2g10-neuronal-marker-ab78078.html>)  
 Chicken anti-Nestin (<https://www.abcam.com/nestin-antibody-ab134017.html>)  
 Rabbit anti-DCX (<https://www.cellsignal.com/products/primary-antibodies/doublecortin-antibody/4604>)  
 Mouse anti-Histone H3 (<https://www.cellsignal.com/products/primary-antibodies/histone-h3-1b1b2-mouse-mab/14269>)  
 Rabbit anti-Akt (<https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>)  
 Rabbit anti-pAkt (S473) (<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271>)  
 Rabbit anti-FOXO3 (<https://www.cellsignal.com/products/primary-antibodies/foxo3a-d19a7-rabbit-mab/12829>)  
 Rabbit anti-pFOXO3 (<https://www.cellsignal.com/products/primary-antibodies/phospho-foxo3a-ser253-antibody/9466>)  
 Rabbit anti-pSTAT1 (Y701) (<https://www.cellsignal.com/products/primary-antibodies/phospho-stat1-tyr701-58d6-rabbit-mab/9167>)  
 Rabbit anti-pTBK1 (<https://www.cellsignal.com/products/primary-antibodies/phospho-tbk1-nak-ser172-d52c2-xp-rabbit-mab/5483>)  
 Rabbit anti-pPRAS40 (T246) (<https://www.cellsignal.com/products/primary-antibodies/phospho-pras40-thr246-c77d7-rabbit-mab/2997>)  
 Rabbit anti-PRAS40 (<https://www.cellsignal.com/products/primary-antibodies/pras40-d23c7-xp-rabbit-mab/2691>)  
 Rabbit anti-PDGFR (<https://www.cellsignal.com/products/primary-antibodies/pdgf-receptor-a-d1e1e-xp-rabbit-mab/3174>)  
 Mouse anti- $\beta$ -actin (<https://www.sigmaaldrich.com/catalog/product/sigma/a3853?lang=en&region=US>)  
 Mouse anti-FLAG (<https://www.sigmaaldrich.com/catalog/product/sigma/f3165?lang=en&region=US>)  
 Mouse anti-Nestin (<https://www.sigmaaldrich.com/catalog/product/mm/mab353?lang=en&region=US>)  
 Rabbit anti-Cys Sulfenic acid (<https://www.sigmaaldrich.com/catalog/product/mm/abs30?lang=en&region=US>)  
 Rat anti-IFNAR2 ([https://www.novusbio.com/products/ifn-alpha-beta-r2-antibody-237526\\_mab1083](https://www.novusbio.com/products/ifn-alpha-beta-r2-antibody-237526_mab1083))  
 Mouse anti-GFAP (<https://www.origene.com/catalog/antibodies/primary-antibodies/ta336707/gfap-mouse-monoclonal-antibody-clone-id-5c10>)  
 Rabbit anti-GFAP ([https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/glial-fibrillary-acidic-protein-\(dako-omnis\)-76214](https://www.agilent.com/en/product/immunohistochemistry/antibodies-controls/primary-antibodies/glial-fibrillary-acidic-protein-(dako-omnis)-76214))  
 anti-GNMT (<https://www.scbt.com/p/gnmt-antibody-h-225>)  
 anti-LaminB1(8D1) (<https://www.scbt.com/p/lamin-b1-antibody-8d1?requestFrom=search>)  
 Alexa probe secondary antibody (Alexa488 mouse: <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21202>, Alexa488 rabbit: <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206>, Alexa488 chicken: <https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Secondary-Antibody-Polyclonal/A-11039>, Alexa594 mouse: <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>, Alexa594 rabbit: <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>)  
 HRP-conjugated secondary antibody (anti-mouse: <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Secondary-Antibody-Polyclonal/32430>, anti-rabbit: <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Secondary-Antibody-Polyclonal/31460>, anti-rat: <https://www.thermofisher.com/antibody/product/Goat-anti-Rat-IgG-H-L-Secondary-Antibody-Polyclonal/31470>)  
 Pierce™ Anti-DYKDDDDK Magnetic Agarose (<https://www.thermofisher.com/order/catalog/product/A36797#A36797>)  
 Our homemade rabbit anti-FOXO3 is working on human and mouse species and available for IF, WB, IHC, and ChIP. Specificity was validated on FOXO3 overexpressing and knockout cells.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

Primary murine NSPCs were isolated from subventricular zones (SVZ) of Ink/Arf null mice. HEK293T cell line was purchased from ATCC (CRL-11268)

Authentication

We authenticated Ink/Arf null, FOXO null and p53 null primary cells by PCR genotyping of genomic DNA. ATCC authenticated HEK293T.

Mycoplasma contamination

Cell line was tested and found to be mycoplasma free.

Commonly misidentified lines  
(See [ICLAC](#) register)

No such line was used for the study

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Mice were group housed (up to 5 per cage) in individually ventilated cages (Maxi-Miser, Thoren Caging Systems, Hazelton, PA) with ad libitum access to food (PicoLab Diet 5053, PMI, St Louis, MO) and acidified water (pH 2.5 to 2.8) in a temperature ( $22.2 \pm 0.5$  °C) and humidity (30-70%) controlled facility with 12:12-h light:dark cycle. The animal care and use program is accredited AAALAC. All animal experiments were approved by Weill Cornell Institutional Animal Care and Use Committee. 8-10 week-old C57BL/6J male mouse were used for this study.

Wild animals

The study does not include any wild animals.

Field-collected samples

The study does not include any such samples

Ethics oversight

All animal experiments were approved by Weill Cornell Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

We attached the file that includes population characteristics (Human Research Characteristics.xls).

Recruitment

NA

Ethics oversight

Our analysis is the extension of already procured and deidentified brain samples from human age groups from the branch of NIH NeuroBioBank (Harvard Brain Tissue Resource Center is supported by PHS contract, HHSN-271-2013-00030C). This study is, therefore, not subject to the separate approval of the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Cellular stress signaling activates type-I IFN response through FOXO3-regulated lamin posttranslational modification
**Source:** Nat Commun. 2021 Jan 28;12:640. doi: 10.1038/s41467-020-20839-0
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1. 

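Each row of these lists is a gene set with its size, its enrichment score, its normalized score and the place in the ranked list where the score peaks, which is also given as a rounded percent of the list. From these 2 columns in the 3603 sets read, the ranked list of the paper held between 1639 and 1643 genes, whereas 11717 genes passed the expression filter used here. In the list of sets raised by PQ, the paper's reported normalized enrichment score for DELPUECH_FOXO3_TARGETS_UP appears as 1.51396 with a false discovery rate of 0.02, and again as 1.42924 with a false discovery rate of 0.222713. In the list lowered by PQ, the paper's reported score for the cell cycle set FISCHER_DREAM_TARGETS is -3.0158. In the deposited counts, all 35 genes of a list of proliferation genes had a log2 fold change below 0 in PQ against control, with a median of -0.64 (adjusted p = 1.5e-38 by limma's camera test, and 0.053 with the correlation between genes estimated from the data).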

The list of GSEA analysis.** PQ-upregulated, PQ-downregulated, NAC-upregulated, and NAC-downregulated one-sided GSEA results are listed.

**Supplementary Data 2. The list of materials.**

# Supplementary material for: Cellular stress signaling activates type-I IFN response through FOXO3-regulated lamin posttranslational modification
**Source:** Nat Commun. 2021 Jan 28;12:640. doi: 10.1038/s41467-020-20839-0

Figure 1h

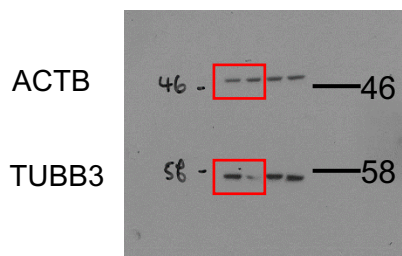

Figure 2a

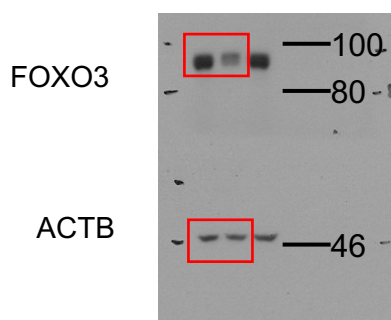

Figure 2b

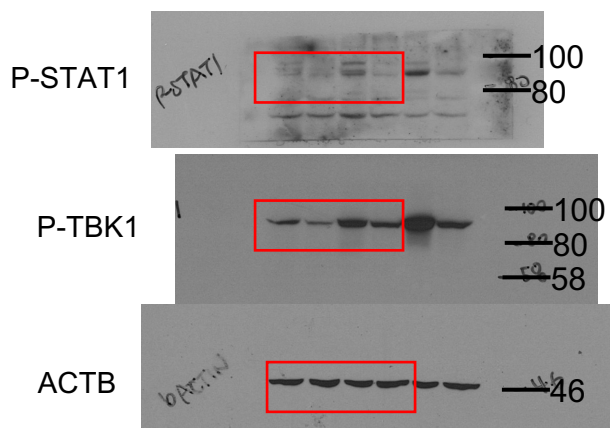

Figure 2f

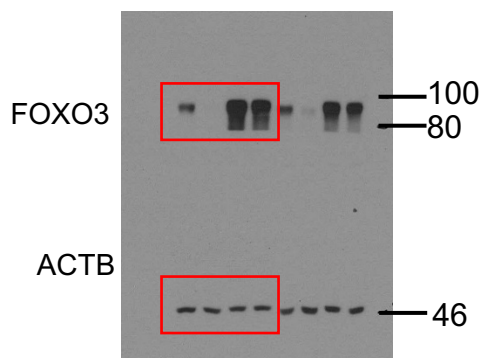

Figure 3c

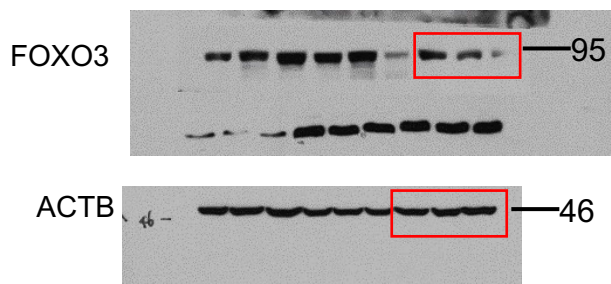

Figure 3d

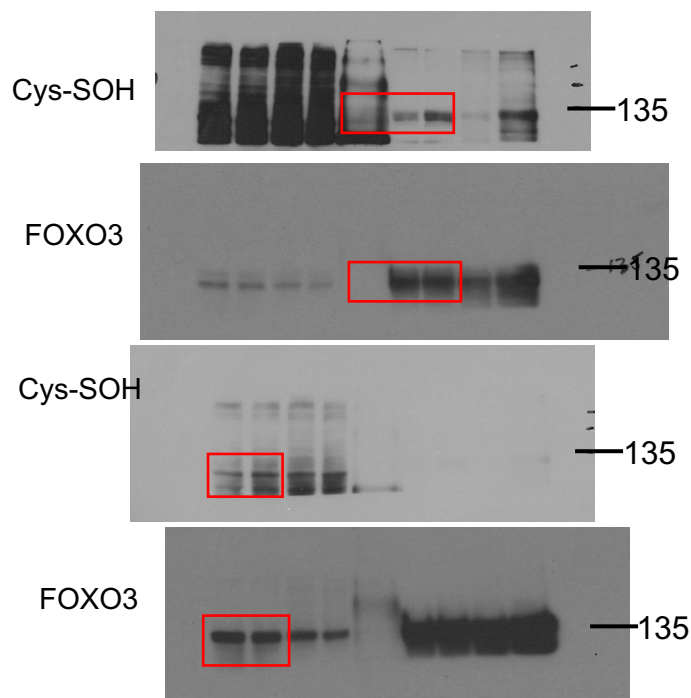

Figure 3f

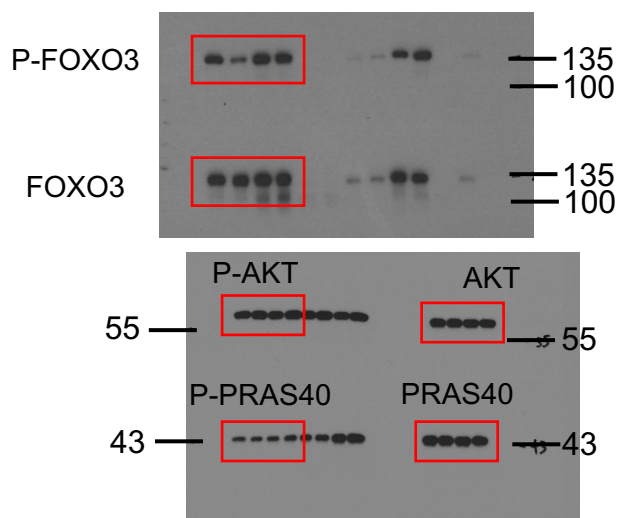

Figure 5d

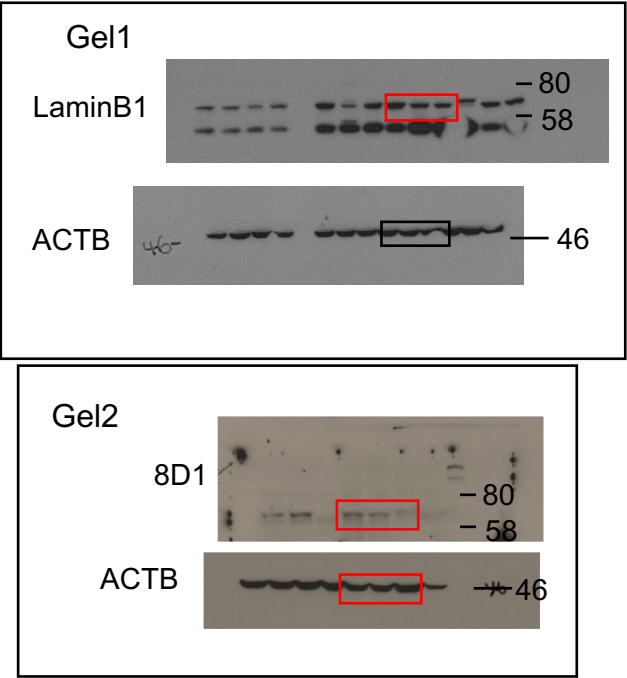

Figure 5g

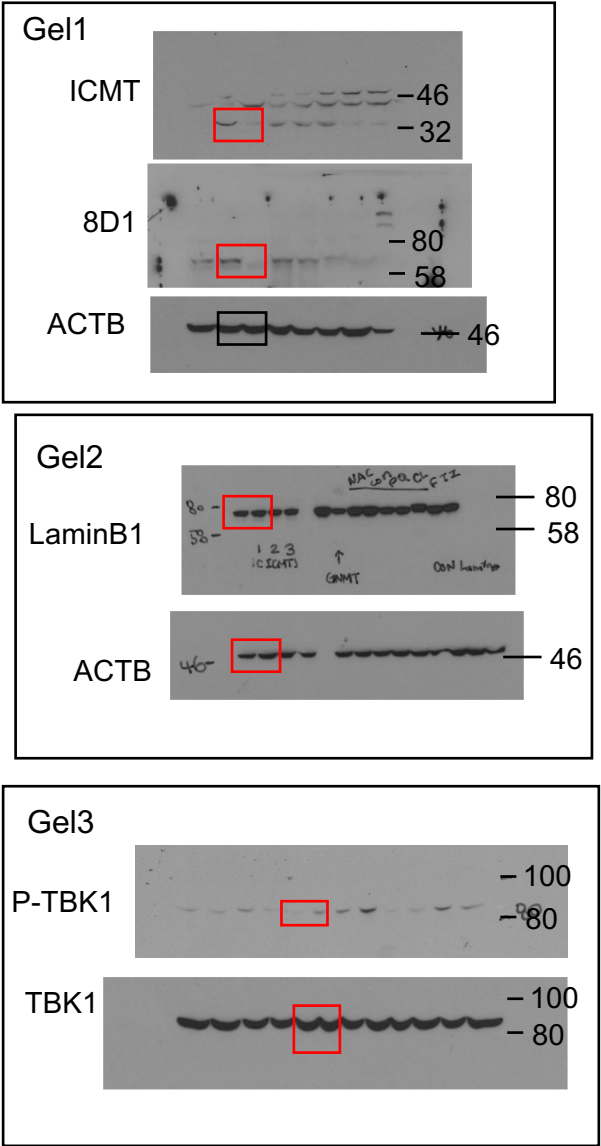

Figure 6b

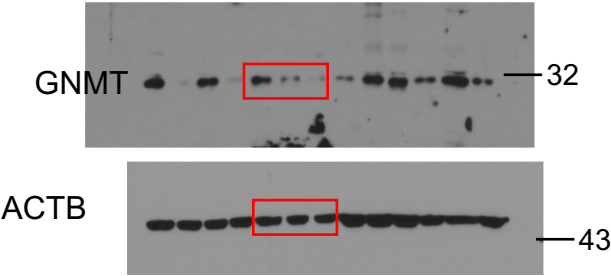

Figure 6d

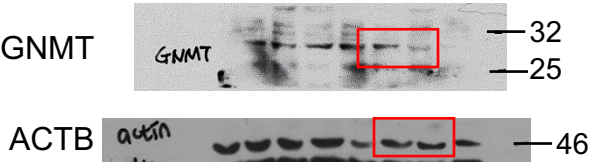

Figure 6f

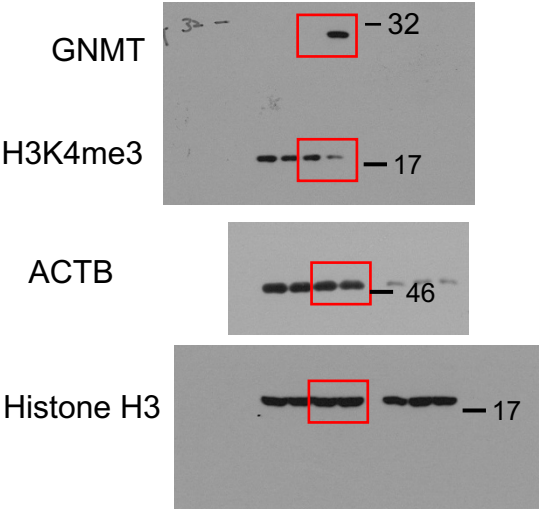

Figure 6j

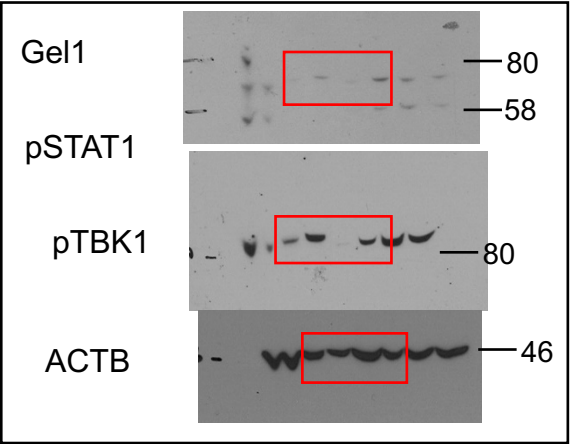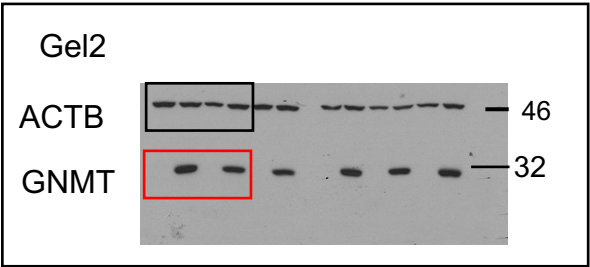

Figure 6l

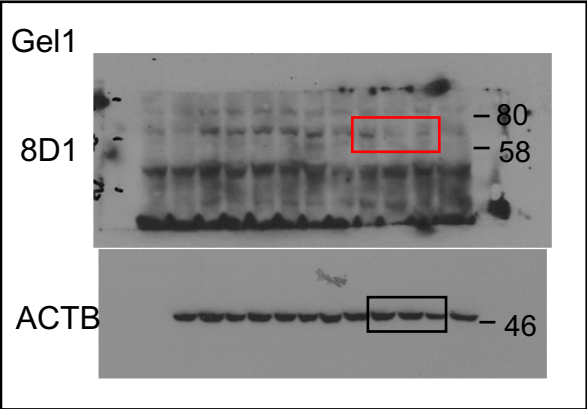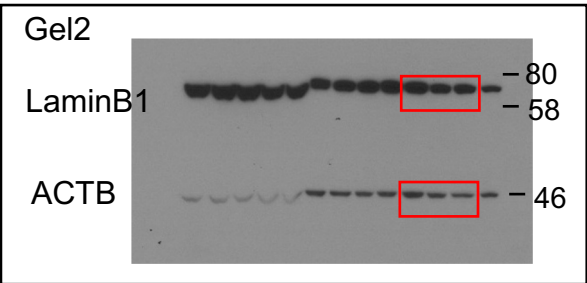

Figure 7d

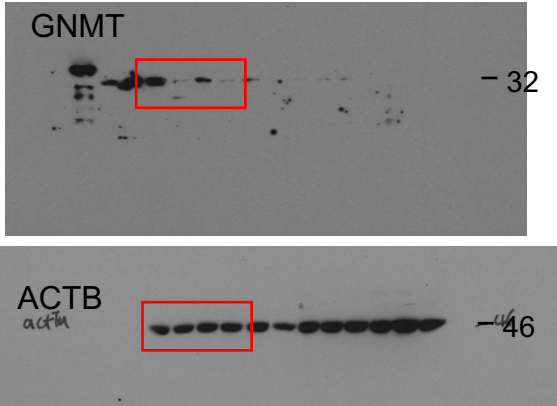

Figure 7i

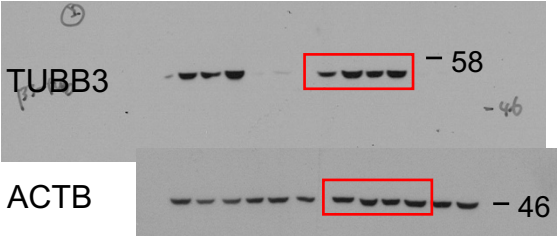

Figure 7k

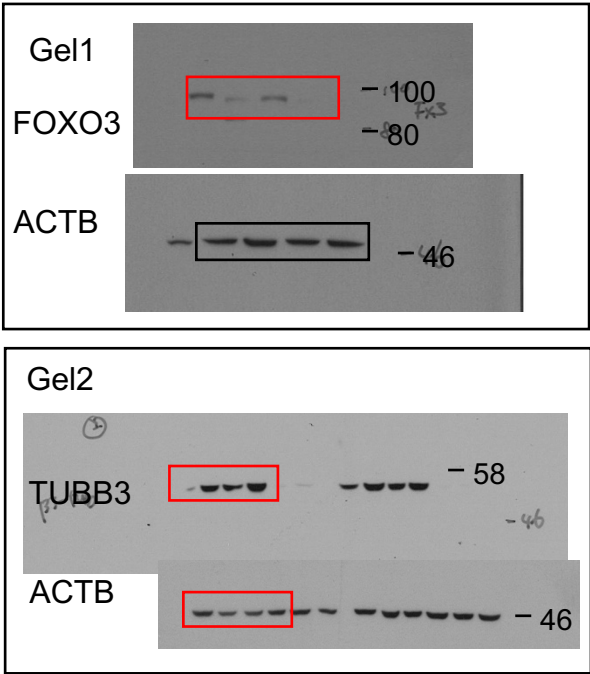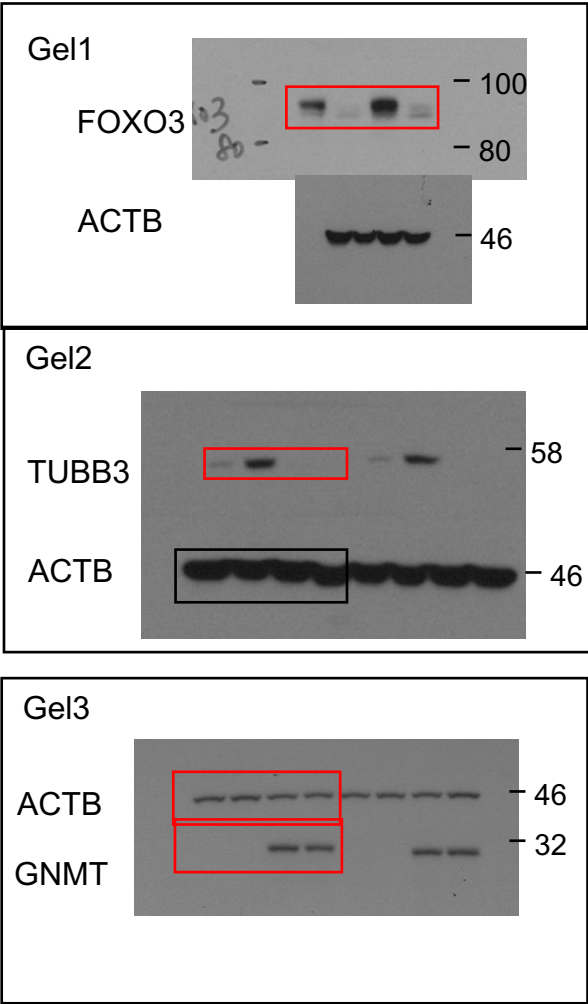

Supple Fig. 1a

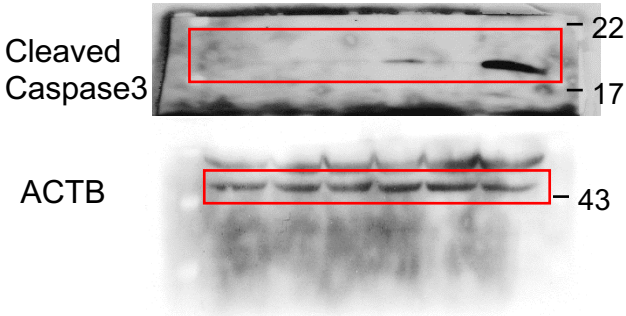

Supple Fig. 1d

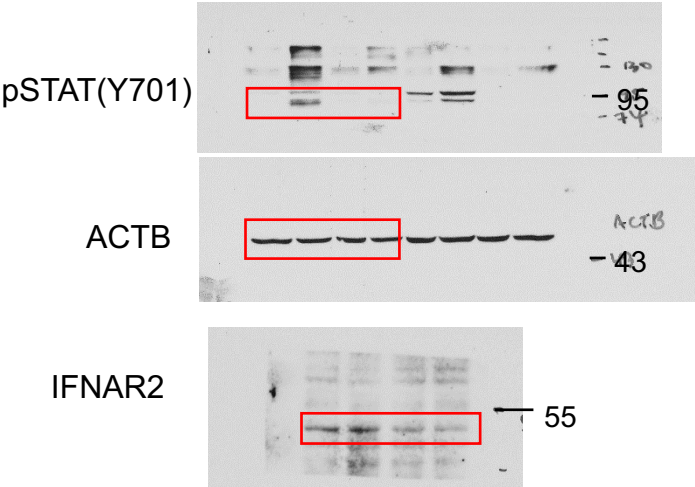

Supple Fig. 3a, left

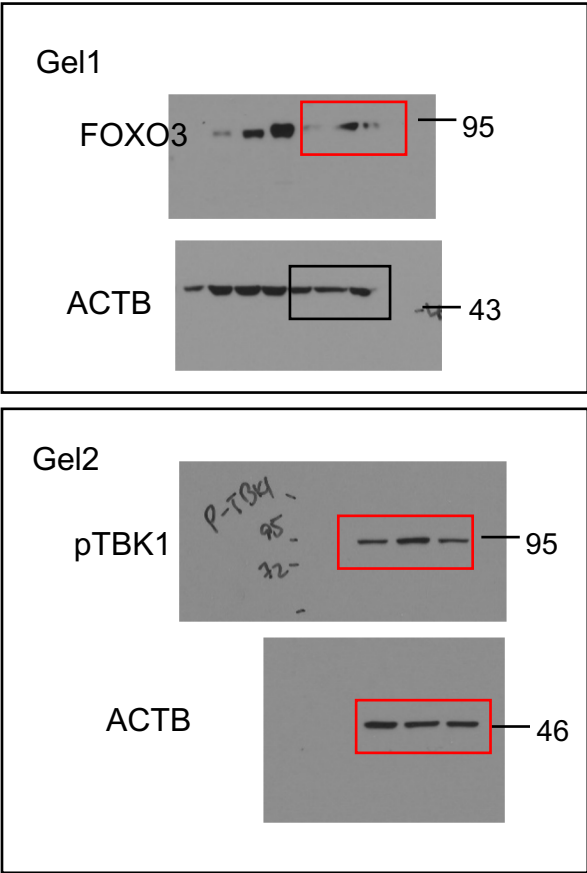

Supple Fig. 2c

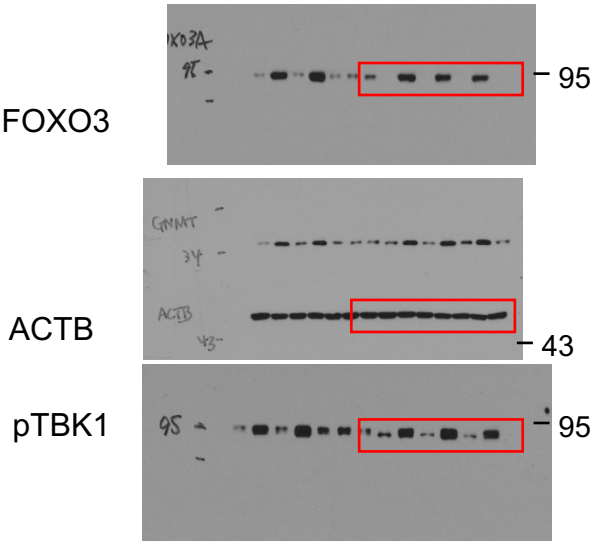

Supple Fig. 3a, right

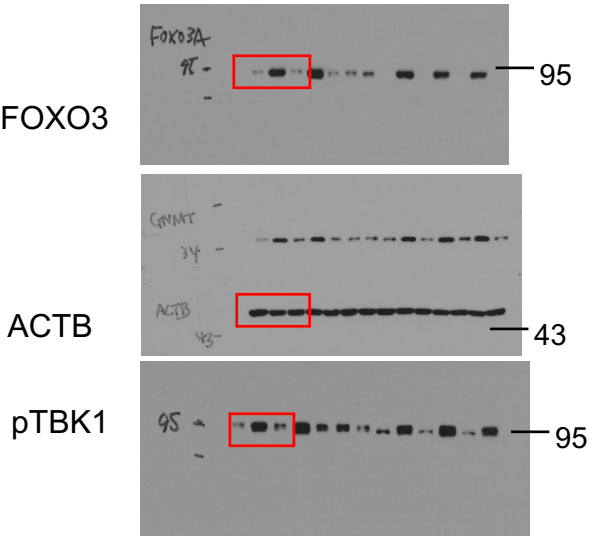

Supple Fig. 3b

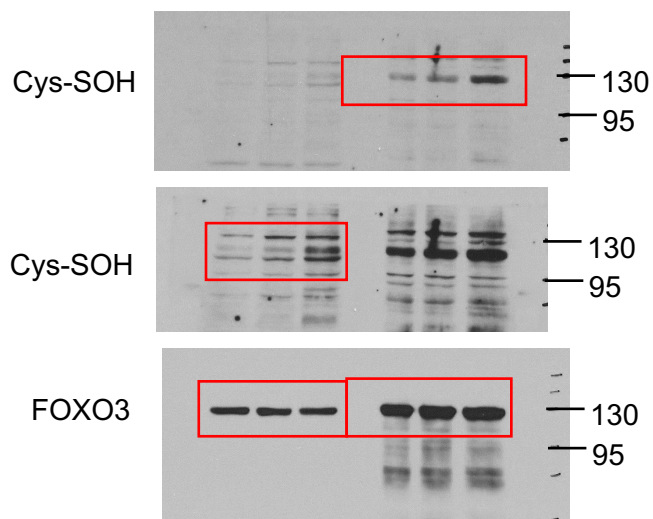

Supple Fig. 8e

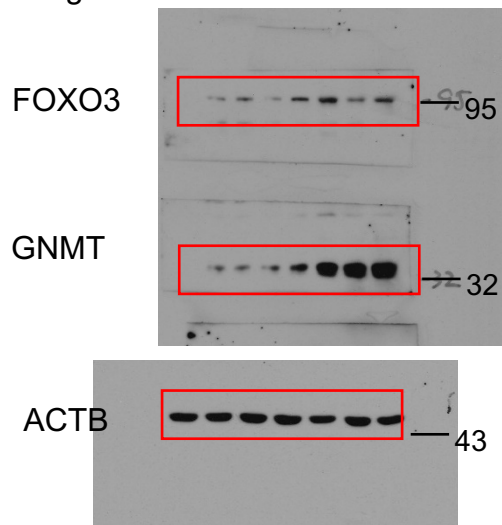

Supple Fig. 3c

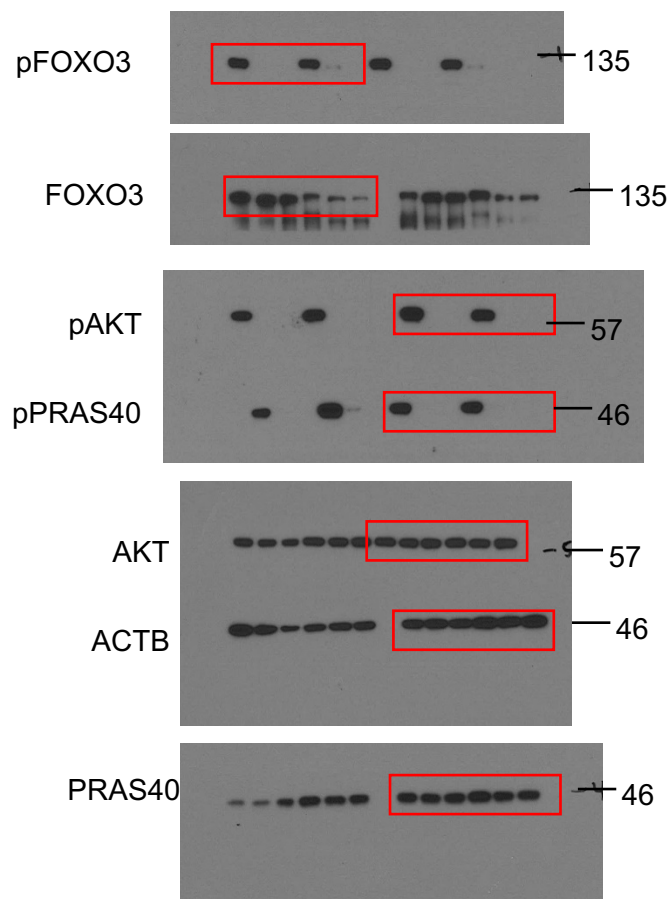

**Supplement:** Supplementary file 7 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

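RNA-seq was analysed from 6 libraries of NSPCs after 48 h of culture without treatment, with 5 µM PQ or with 5 mM NAC, 2 libraries per group. The authors deposited an expected count per gene, an estimate that shares reads between genes and need not be a whole number, and an FPKM value per gene, which the authors had scaled by transcript length and library total. The methods name alignment to mm9 with TopHat and quantification with Cufflinks, whereas the columns of the deposited tables (transcripts, length, expected count and FPKM) are of the type that RSEM writes. The paper's text does not name the tool that gave the expected counts, nor whether strand was used in counting, so genes that overlap, or share reads with paralogs or pseudogenes, are uncertain. Between 78.6 and 79.1% of the expected counts in a library were whole numbers, and 23.2% of the genes tested had a fractional count in some library.

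Conditions were taken from the sample labels and the paper. The labels carry no replicate numbers. The set numbers, which serve as the pairing, were taken from the Source Data, whose z-scores match one combination of libraries each when computed on FPKM within 3 libraries. The set number entered only the fits with a replicate block. The totals per library ranged from 9680436 to 10698241 expected counts. At this depth, genes with at most 3 counts in every library were treated as not detectable, and no fold was computed for them. Intervals from counting error alone would not cover differences between cultures.

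Gene symbols came from the NCBI gene table of assembly GRCm38.p6, which was used for names and not for coordinates. Coordinates are those of GENCODE vM1 on mm9, the build of the paper's methods. Expected counts were rounded to whole numbers. Main tests used edgeR 4.0.16 in R 4.3.3 (TMM normalization, glmQLFit and glmQLFTest, no covariates, all 6 libraries) on genes with a mean FPKM of at least 1, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were computed from the log2 fold change and its F statistic. Gene lists were tested two-sided with camera of limma 3.58.1 with an inter-gene correlation of 0.01, adjusted over the 11 combinations of list and contrast tested. With the correlation fixed in this way, its p compares genes with genes and does not measure how a list varies between cultures. The value of a list is the median log2 fold change of its tested genes. Preranked enrichment used gseapy 1.3.1 with weight 1 and 1000 gene permutations, which ignore correlation between genes. The IFN-I and FOXO3 lists are those of the Source Data, matched by symbol, with 2 genes of the IFN-I list matched by synonym. Lists of proliferation genes, p53, NRF2 and ATF4 targets and sterol genes were written from general knowledge before the data were examined, as were the tests and the rule for named genes. The paper's own enrichment results, which list cell cycle sets as lowered by PQ, and the z-scores of its Source Data had been seen before the expected outcomes of the tests were written down, whereas the fits had not. The genes named in the text are those named in the paper, in its heatmap labels or among its mouse qPCR primers, the genes of these lists, and the 5 largest rises and the 5 largest falls in PQ against control at an adjusted p under 0.05 with both PQ libraries on one side of both control libraries. This rule covers many genes, and those whose values are printed were picked from them after their values had been seen, so single genes illustrate a list and the summaries over whole lists carry the comparison.

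The gene tests and camera were tested on simulated counts for the 11717 genes, with 200 of the more highly counted genes changed 2-fold in PQ. The simulated dispersion, the spread between libraries, was 0.02, against a common dispersion of 0.0056 in the data. edgeR recovered 160 of the 200 and called 8 unchanged genes, DESeq2 recovered 145 and limma 154. In lists from these counts, camera gave a p of 5.38e-98 for 40 raised genes and 0.468 for 40 unchanged genes. Preranked enrichment was tested on a ranking of simulated random values and not on counts. It gave normalized scores of 3.92 and 0.83 for 200 raised and 100 unchanged genes. Genes were simulated independently, so these runs do not test either method on lists of correlated genes.

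The alternatives planned at the same time were DESeq2's size factors, no filter on low values, a replicate block, the labelled platform as a covariate, only the 4 libraries compared, leaving out each library, a 2-fold threshold, DESeq2 1.42.0 in place of edgeR for the counts of changed genes, fry in place of camera, an estimated inter-gene correlation, lists without the 20 genes named beside the heatmap, ranks alone, and ranking only genes with an unadjusted p under 0.05. Limma on log2(FPKM + 1) and log2(FPKM + 0.1), a crossed replicate block, and DESeq2 for single genes were added after the data were seen. The crossed block gives each control library the number of the other set. The gene sets of Fig. 1d and Supplementary Fig. 2b were not used here. The other experiments of the paper, such as qRT-PCR, metabolite and protein measurements, were not analysed here.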

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

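Lists of p53, NRF2 and ATF4 target genes and of sterol genes, which the paper's text does not discuss, differed between PQ and control. The tests of library size and of the share taken by a few genes were chosen after those values were seen.

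The p53 target list had a median log2 fold change of 0.71 in PQ against control (adjusted p = 2.2e-24 by camera, and from 3.6e-26 to 0.047 over its alternatives), with 15 of 19 genes higher and 1 lower at an adjusted p under 0.05, and list medians of 0.65 and 0.77 in the PQ libraries. Cdkn1a had 4740 ± 48.3 normalized counts in control, 10696 ± 386 in PQ and 2408 ± 228 in NAC (SD, n = 2), a log2 fold change of 1.17 in PQ (standard error 0.09, adjusted p = 2.8e-07 by edgeR) and of -0.98 in NAC (adjusted p = 6.1e-07 by edgeR), both against control. Ccng1 rose by a log2 fold change of 1.33 in PQ (adjusted p = 2.2e-07 by edgeR). Among 10000 random lists matched on GC content, transcript length and expression, the median of this list was at percentile 100. Library totals did not separate PQ from control (ratio 1.01), nor did the share of counts taken by the 10 most counted genes (a difference of -0.04 percentage points), although that share was lower in NAC, at 3.82% and 4.03% against 4.72% to 5.03% in the other libraries. A candidate explanation is that PQ activates p53 in these cells. A shift in cell types was not tested as a source, nor was whether the IFN-I response depends on p53.

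The NRF2 target list had a median log2 fold change of 0.30 in PQ against control (adjusted p = 3.6e-07 by camera, from 1.9e-08 to 0.066 over its alternatives), with 11 of 20 genes higher and 1 lower. Its percentile among matched random lists was 100. The list medians of the PQ libraries were 0.32 and 0.28, those of the NAC libraries -0.26 and -0.24. The pattern may reflect the oxidative load that the treatments were chosen for, although a mixed culture or a shift in cell types was not tested as a source.

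The ATF4 target list had a median log2 fold change of -0.91 in PQ against control (adjusted p = 7.1e-18 by camera, from 2.8e-23 to 0.13 over its alternatives). Induction of ATF4 targets by PQ, the direction written down before the fit, was thus not seen. The percentile among matched random lists was 0. The list medians of the control libraries lay apart, at -0.32 and 0.32, and NAC was lower still, with a median of -1.40 against control. Trib3 had 401.8 and 828.9 normalized counts in the control libraries, 138.8 and 155.7 in PQ and 75.7 and 95.9 in NAC. Since PQ and NAC both lie below control, the pattern may come from the state of the control cultures rather than from a response to PQ, and these data cannot tell the explanations apart.

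The sterol list had a median log2 fold change of 0.21 in PQ against control (adjusted p = 5.2e-05 by camera, from 8.3e-06 to 0.4 over its alternatives), with 7 of 19 genes higher and 0 lower. Its percentile among matched random lists was 99.9. The control libraries had list medians of 0.11 and -0.11 and the PQ libraries of 0.30 and 0.19, so the control libraries differed by about as much as the groups, while within each set PQ lay above control, and with the set as a replicate block the median was 0.22 (adjusted p = 4.8e-05 by camera). Against NAC, 19 of 19 genes were higher in sign and 14 at an adjusted p under 0.05, with a median of 0.32 that was not tested as a list. With fry the adjusted p against control was 0.075. No biological explanation was tested.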

How the results depend on the processing

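Of 168 values of the 16 results that answer a comparison, computed under alternatives that kept all libraries of a group, 150 kept their direction and side of the threshold (or stayed within 1.5 times, for counts). The planned pseudocount alternative could not be applied, since a count test has no pseudocount, and was run on FPKM with limma as an addition after the data were seen. The crossed replicate block was also added then, because the deviations of control and NAC libraries of the same set correlated at -0.15 across genes. Its pairing is not the one that the z-scores give and was chosen on these data, so results that pass only with it gain no support from it.

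Requiring a 2-fold change as well left 210 genes for PQ against control, 324 for NAC against control and 578 for PQ against NAC. With the replicate block the counts were 1798, 1804 and 3243, and with the labelled platform as a covariate 2067, 1689 and 2903. With the crossed block they were 3291, 3178 and 4760, and with DESeq2 1673, 1695 and 2944. Limma gave 1705, 1733 and 3176 at pseudocount 1, and 1735, 1774 and 3177 at pseudocount 0.1.

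With camera's inter-gene correlation estimated from the data, the lists whose adjusted p rose above 0.05 were the IFN-I list in PQ against control (median 0.44, adjusted p = 0.053) and against NAC (0.46, 0.066), the proliferation list (-0.64, 0.053), the NRF2 target list (0.30, 0.066), the ATF4 target list (-0.91, 0.13) and the sterol list (0.21, 0.4). The p53 target list stayed at 0.047. With fry, the ATF4 target list (-0.91, 0.067) and the sterol list (0.21, 0.075) did so. These alternatives change the test and not the median. With the correlation fixed at 0.01, camera compares genes with genes, so its small p does not measure how a list varies between cultures. With the correlation estimated, 2 libraries per group leave few degrees of freedom, which limits how small p can be. How much each of these moved the values, and why fry differed, was not tested.

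The IFN-I list in NAC against control, whose median was -0.03, was 0.01 with limma at pseudocount 1, 0.02 at pseudocount 0.1 and 0.02 without the 20 named genes, none of them past the threshold. Without its 20 named genes the FOXO3 list had a median of -0.09 in PQ against NAC, and its preranked score in PQ against control was -0.64 in place of 1.34. Both lists are ordered by PQ z-score and the named genes come first, as was examined after the values were seen, so leaving them out lowers PQ in what remains by construction and tells nothing about the list. The score over the whole list passed the threshold with ranks alone (1.88, nominal p = 0.012 by gene permutation) and with limma at pseudocount 1 (1.38, nominal p = 0.032 by gene permutation), and was 0.99 with no filter and 1.14 with only genes at an unadjusted p under 0.05 ranked. Over all its alternatives the nominal p ranged from 0.012 to 1.0. The adjusted p of the list was 0.055 with fry, and with camera it ranged from 0.077 with limma at pseudocount 1 to 0.78 without the named genes. The cause was not tested.

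Across the 6 fits that each left out one library, which carry no test, the median of the IFN-I list ranged from 0.40 to 0.51 in PQ against control and from 0.46 to 0.53 against NAC. The FOXO3 list ranged from 0.06 to 0.10 in PQ against control, from -0.02 to 0.03 in NAC against control and from 0.03 to 0.12 in PQ against NAC. The sterol list ranged from 0.12 to 0.37, the ATF4 target list from -1.21 to -0.64, the p53 target list from 0.65 to 0.78, the NRF2 target list from 0.28 to 0.32 and the proliferation list from -0.69 to -0.57. The preranked scores ranged from 2.64 to 2.87 for the IFN-I list and from 1.17 to 1.45 for the FOXO3 list.

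Among single genes, Sod2 in PQ against control (-0.01) was 0.01 with limma at either pseudocount, and Sesn3 (-0.01) was 0.03 at either. Of 495 values of 55 single-gene results, 11 were weaker and 2 stronger. Foxo3 passed the threshold with the crossed block alone (0.31, adjusted p = 0.039 by edgeR). Genes below a mean FPKM of 1, such as Mx1, Oas2 and Socs1, were kept out of the main tests by the expression filter. With few counts and 2 libraries per group, their levels are uncertain.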

Differences from the paper's values

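The paper describes 108 differentially expressed genes in the IFN-I heatmap of Fig. 1e, a number that is the paper's. At an adjusted p under 0.05 by edgeR in any of the 3 contrasts, 69 of these genes were called, and 53 in PQ against control. Of the 108, 89 passed the expression filter and were tested, so the main setting could not call more than these. The paper's text names no test or threshold for single genes, so the counts may not compare like with like. The count over any contrast was defined after the 53 had been seen. Of the alternatives set before the data were examined, no filter on low values gave 77, which is within 1.5 times the paper's number. The others did not: 69 with DESeq2's size factors, 63 with the replicate block, 62 with the labelled platform as a covariate, 71 with only the 4 libraries compared and 25 with a 2-fold threshold. DESeq2, which was planned for the counts of all changed genes but not for single genes, gave 62. Chosen after seeing the values, limma on log2(FPKM + 1) and log2(FPKM + 0.1) gave 65 and 66. The crossed replicate block, chosen after seeing the values, gave 75, which is also within 1.5 times, but its pairing is not the one that the z-scores give.

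The paper states that transcriptional targets of FOXO3 were higher after PQ (Supplementary Fig. 2a, b). Part of this rests on another gene set, DELPUECH_FOXO3_TARGETS_UP, which was not tested here. The heatmap legend describes its genes only as related to FOXO3 activation, so they need not all be expected to rise. In PQ against control, 19 were higher and 10 lower at an adjusted p under 0.05 by edgeR. For the 122 tested genes of its FOXO3 heatmap, the median log2 fold change was 0.08 (adjusted p = 0.13 by camera) and the preranked score was 1.34 (nominal p = 0.062 by gene permutation). The preranked score passed 0.05 with ranks alone (1.88, nominal p = 0.012 by gene permutation), an alternative set before the data were examined, and with limma on log2(FPKM + 1) (1.38, nominal p = 0.032 by gene permutation), which was chosen after seeing the values. It was 0.99 with no filter on low values.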

Other observations

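The tests of library size, of the share taken by a few genes and of shared reads were chosen after the result was seen. The matched lists were set to decide nothing for the IFN-I list after its percentile was seen.

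The methods describe the cells as Ink/Arf null. Cdkn2a had 164.8 and 143.6 normalized counts in control, 136.7 and 115.4 in PQ and 121.5 and 130.8 in NAC. The tables give a value per gene and not per exon, so transcripts from exons left in a deleted allele cannot be told apart from intact ones, and no explanation was tested.

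Several transcripts on which the paper's later experiments rest were at or near the smallest level these libraries can show. Gnmt had 2 and 1 counts in the control libraries, 1 and 3 in the PQ libraries and 2 and 2 in the NAC libraries, so a change in PQ was not detectable at this depth. Ifnb1 had 1 count in 1 PQ and 1 NAC library and 0 in the others. Socs1 had 2.0 and 10.5 normalized counts in control and 6.3 and 18.3 in PQ. The paper reports Gnmt, Ifnb1 and Socs1 by qRT-PCR in other experiments, and also GNMT protein by western blot and secreted IFNβ by ELISA. Its qRT-PCR of Ifnb1 and Socs1 followed a longer PQ treatment than the 48 h of these libraries. Mat2a did not differ between PQ and control (log2 fold change 0.13, adjusted p = 0.43 by edgeR), while Ahcy was lower in PQ (log2 fold change -0.59, standard error 0.10, adjusted p = 3.3e-04 by edgeR).

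Lmna had a log2 fold change of 0.08 in PQ against control (adjusted p = 0.6 by edgeR) and of -0.98 in NAC against control (standard error 0.10, adjusted p = 1.1e-06 by edgeR). Lmnb1 had -1.02 in PQ (standard error 0.10, adjusted p = 1.6e-06 by edgeR) and 0.41 in NAC (adjusted p = 0.0051 by edgeR). Both signs held under each scaling alternative tried for these genes. Sting1 was higher in NAC than in control (0.71, adjusted p = 6.5e-05 by edgeR), and Nos2 rose in PQ (0.63, adjusted p = 0.0094 by edgeR, but 0.056 and 0.069 with limma on FPKM).

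Lower proliferation in PQ was written down as a hypothesis before the fit, although the paper's enrichment list already gave cell cycle sets as lowered. The proliferation list had a median log2 fold change of -0.64 in PQ against control, with 33 of 35 genes lower at an adjusted p under 0.05. In both PQ libraries all 35 lay below both control libraries, an order that chance gives a single gene in 16.7% of cases. Genes of such a list may move together, so the 35 are not independent and this share cannot be set against them as a whole. Mki67 had a log2 fold change of -1.13 (standard error 0.10, adjusted p = 5.7e-07 by edgeR). The percentile of the list among matched random lists was 0. The data are consistent with fewer cycling cells after PQ, but a change in the mixture of cells was not tested as an alternative.

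The IFN-I list was at percentile 100 among matched random lists, but since it may have been chosen on these libraries this shows little. The FOXO3 list was at percentile 99.8, with a median of 0.07 over the 117 genes with a GC value against -0.07 to 0.04 for the central share of random lists, so GC content, length and expression did not account for its small shift. Such random lists ignore correlation between genes, and camera gave the list an adjusted p of 0.13. Expected counts of 5 immune cell marker genes summed to 25.6 and 20.8 in control and 42.9 and 33.9 in PQ, a ratio of 1.66, the outcome set for immune cell RNA as a source. In the NAC libraries the sums were 26.3 and 36.8, the latter above the 33.9 of the second PQ library, while the median of the IFN-I list was -0.02 in that NAC library and 0.51 in that PQ library. Most of these counts come from Cx3cr1, and without it the sums were 5.0 and 0.9 in control, 9.0 and 8.8 in PQ, and 5.7 and 4.9 in NAC. Without Cx3cr1 both PQ libraries lay above the other 4, but within each group the library with the larger sum had the lower list median. Counts this small do not settle whether immune cell RNA contributed. Library size (ratio 1.01) and the share of the 10 most counted genes (difference -0.04) did not separate PQ from control.

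If the platform named in the labels shaped the libraries, the control and PQ libraries of the differently labelled sets should differ in the same genes. The correlation of these differences was -0.08, and the NAC libraries, which carry one label, differed by an SD of 0.26 against 0.29 in control and 0.25 in PQ. This does not clear the contrasts with NAC, whose libraries both carry the BGISEQ-500 label. With the labelled platform as a covariate, the log2 fold change of Ifit1 in NAC against control went from 0.27 (adjusted p = 0.42 by edgeR) to 0.63 (adjusted p = 0.0083 by edgeR), and fewer genes changed in both contrasts with NAC.

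The hypothesis that NAC is the opposite of PQ was tested between libraries of different sets, so that no control library was shared. Across genes the correlations were 0.05 and 0.08, so no opposite response was seen across all genes. Single lists did differ in direction. The p53 target list had a median of -0.32 in NAC against control, with 9 of 19 genes lower and 2 higher, and the NRF2 target list of -0.21, with 8 of 20 lower and 1 higher, where both had risen in PQ. These NAC medians were not tested as lists.

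Among the 10 largest changes in PQ against control, 6 genes had 0 counts in some library, and 100% of these had fractional expected counts, against 23.2% of all genes tested. Fam177a had 0 counts in both control libraries and in the NAC library of set 1, and 187.4 and 192.1 normalized counts in PQ, and did not pass with DESeq2 (adjusted p = 0.098). Tgtp2, also among the 6, had 0.0 and 11.0 normalized counts in control, 52.2 and 48.0 in PQ and 32.7 and 38.8 in NAC, with an adjusted p of 0.092 with DESeq2. Of the 6, Gm2026 (adjusted p at most 0.0029) and Gm3448 (at most 0.047) passed under every alternative, and the other 4 did not. Reads assigned among near-identical genes may account for some of these changes. Ifi47, which had counts in every library and fractional ones in 2, had 4.1 and 9.4 normalized counts in control, 36.6 and 44.0 in PQ and 23.4 and 23.0 in NAC, a log2 fold change of 2.57 in PQ against control (standard error 0.42, adjusted p = 3.0e-04 by edgeR, and at most 0.0054 over its alternatives). Txnip, with whole counts in every library, had 162.0 ± 45.0 normalized counts in control, 22.1 ± 1.40 in PQ and 204.5 ± 11.6 in NAC (SD, n = 2), a log2 fold change of -2.87 in PQ against control (standard error 0.24, adjusted p = 5.1e-07 by edgeR). Rdm1 had a log2 fold change of -3.15 (standard error 0.37, adjusted p = 1.3e-05 by edgeR).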
